# Proteasome dysfunction induces muscle growth defects and protein aggregation

**DOI:** 10.1242/jcs.150961

**Published:** 2014-12-15

**Authors:** Yasuo Kitajima, Yoshitaka Tashiro, Naoki Suzuki, Hitoshi Warita, Masaaki Kato, Maki Tateyama, Risa Ando, Rumiko Izumi, Maya Yamazaki, Manabu Abe, Kenji Sakimura, Hidefumi Ito, Makoto Urushitani, Ryoichi Nagatomi, Ryosuke Takahashi, Masashi Aoki

**Keywords:** Proteasome, Autophagy, Skeletal muscle, Muscle atrophy

## Abstract

The ubiquitin–proteasome and autophagy–lysosome pathways are the two major routes of protein and organelle clearance. The role of the proteasome pathway in mammalian muscle has not been examined *in vivo*. In this study, we report that the muscle-specific deletion of a crucial proteasomal gene, *Rpt3* (also known as *Psmc4*), resulted in profound muscle growth defects and a decrease in force production in mice. Specifically, developing muscles in conditional *Rpt3*-knockout animals showed dysregulated proteasomal activity. The autophagy pathway was upregulated, but the process of autophagosome formation was impaired. A microscopic analysis revealed the accumulation of basophilic inclusions and disorganization of the sarcomeres in young adult mice. Our results suggest that appropriate proteasomal activity is important for muscle growth and for maintaining myofiber integrity in collaboration with autophagy pathways. The deletion of a component of the proteasome complex contributed to myofiber degeneration and weakness in muscle disorders that are characterized by the accumulation of abnormal inclusions.

## INTRODUCTION

The ubiquitin–proteasome and autophagy–lysosome pathways are the two major routes for protein and organelle clearance in cells (Braun and Gautel, 2011). These two systems are controlled by a transcriptional program that upregulates several crucial and rate-limiting enzymes (Glass, 2010; Jagoe and Goldberg, 2001). Proteasomal proteolysis is important in several organs; for example, proteasome inhibition using MG-132 leads to the cytoplasmic aggregation of TAR DNA-binding protein 43 (TDP-43) in cultured hippocampal and cortical neurons and in immortalized motor neurons (van Eersel et al., 2011). Similarly, the depletion of the 26S proteasome in mouse brain neurons causes neurodegeneration (Bedford et al., 2008).

The loss of skeletal muscle mass in humans at an older age, which is called sarcopenia, is a rapidly growing health issue worldwide (Vellas et al., 2013). The regulation of skeletal muscle mass largely depends on protein synthesis and degradation processes. Two muscle-specific E3 ubiquitin ligases, muscle RING finger 1 (MuRF1, also known as TRIM63) and muscle atrophy F-Box (MAFbx, also known as atrogin-1 or FBXO32), are thought to be key regulators of proteasomal proteolysis in skeletal muscle, especially under atrophy-inducing conditions (Cai et al., 2004; Sandri et al., 2004; Stitt et al., 2004). These proteins are markers of muscle atrophy because they are expressed at relatively low levels in resting muscle but are upregulated under a variety of atrophy-inducing conditions. The dysregulation of the proteasome system is also involved in several muscle diseases. Members of the ubiquitin-proteasome system are upregulated and the global ubiquitylation of proteins is increased in the muscles of dystrophic patients with laminin α2 chain deficiency. Interestingly, proteasome inhibition using MG-132 significantly improved the dystrophic phenotype (Carmignac et al., 2011). MG-132 also improves the dystrophic phenotype in a model of dystrophin deficiency (Bonuccelli et al., 2003; Winder et al., 2011). Therefore, the upregulation of proteasomal proteolysis likely leads to a reduction in skeletal muscle mass, which is in contrast to animal models of proteasomal dysfunction or downregulation in brain neurons that leads to degeneration. We hypothesized that the findings using MG-132 might involve proteasomal inhibition in non-muscle cells in the tissue. Because muscular dystrophy is characterized by inflammation, the effect of MG-132 on inflammatory cells must be considered.

Autophagy is another important cellular pathway for protein and organelle degradation. The efficiency of autophagic degradation declines during aging, leading to the accumulation of intracellular waste products (Salminen and Kaarniranta, 2009). Autophagy is an evolutionarily conserved degradative pathway through which long-lived intracellular proteins and organelles are delivered to the lysosome for destruction. This pathway is involved in the cellular response to starvation, cellular differentiation, cellular death, aging, cancer and neurodegenerative disease (Todde et al., 2009). The excessive activation of autophagy aggravates muscle wasting (Zhao et al., 2007). Interestingly, a study using mice with a muscle-specific deletion of *Atg7* revealed the upregulation of MuRF1 and atrogin-1, suggesting crosstalk between the autophagy and proteasomal pathways in skeletal muscle (Masiero et al., 2009). Proteasomal inhibition generally induces autophagy (Ding et al., 2007). Therefore, the role of the proteasomal pathway in skeletal muscle homeostasis should be evaluated while also considering autophagy and protein synthesis activity; however, the effect of proteasomal downregulation on autophagy using a loss-of-function strategy has not yet been described.

Proteasomal degradation is mediated by an ATP-dependent protease complex, the 26S proteasome, which is present in both the cytoplasm and nucleus. The 26S proteasome consists of a proteolytic, cylinder-shaped particle (the 20S proteasome) and an ATPase-containing complex (the 19S cap complex). The 19S cap complex unfolds ubiquitin-conjugated proteins to allow their entry into the 20S cylindrical particle. The 19S complex contains several putative ATPases, such as PSMC1–PSMC6. These subunits form a large family with a highly conserved ATPase domain (Sakao et al., 2000). PSMC4, also known as Rpt3, is an essential subunit of the 26S proteasome and is required for the degradation of most proteasomal substrates. In particular, Rpt3-deficient mice die before implantation owing to a defect in blastocyst development (Sakao et al., 2000). Interestingly, an insertion/deletion variant in intron 5 of the *Rpt3* gene was frequently found in a cohort of patients with Parkinson's disease (Marx et al., 2007). The combined knockdown of both *Rpt3 *and *Rpt6* caused defects in the assembly of regulated particles of the proteasome and led to diminished peptidase activity in HEK293T cells (Kaneko et al., 2009). Recently, we reported that the conditional knockout of the proteasome subunit *Rpt3* in motor neurons caused locomotor dysfunction that was accompanied by progressive motor neuron loss and gliosis in mice (Tashiro et al., 2012). Thus, the specific deletion of Rpt3 in skeletal muscle tissue might provide a better understanding of the role of the proteasome in muscle homeostasis without affecting other cell types in the tissue.

The working hypothesis of this study was that the downregulation of the ubiquitin proteasomal pathway might attenuate myocellular catabolic pathways to favor the maintenance of skeletal muscle mass. Thus, we generated conditional *Rpt3*-knockout mice to specifically block proteasomal activity in skeletal muscle to clarify the role of the proteasomal system in skeletal muscle tissue. Additionally, because the dysregulation of autophagy is involved in the pathogenic mechanisms of several myopathies, such as Pompe disease (Raben et al., 2008), Danon disease (Nishino et al., 2000), VMA21 deficiency (Ramachandran et al., 2013), autosomal dominant inclusion body myopathy associated with Paget's disease of the bone and frontotemporal dementia with valosin-containing protein (VCP) mutation (Watts et al., 2004), GNE myopathy (Li et al., 2013) and collagen VI muscular dystrophy (Grumati et al., 2010), we also investigated morphologically similar anomalies using specific immunohistochemical markers of known myopathies in the conditional *Rpt3*-knockout mice.

## RESULTS

### Generation of muscle-specific Rpt3-knockout mice

Rpt3-flox/flox mice were generated at Kyoto University, as described previously (Tashiro et al., 2012). Floxed Rpt3 mice (Rpt3-f/f) were crossed with a transgenic line expressing Cre recombinase under the control of a skeletal-muscle actin (ACTA1) promoter (Miniou et al., 1999) to generate muscle-specific Rpt3-knockout mice. However, an ACTA1-Cre-positive Rpt3-f/f mouse was not successfully generated when genotyping was performed in the F2 generation at 4 weeks of age. The examination of E18.5 embryo genotypes revealed ACTA1-Cre/Rpt3-f/f embryos, suggesting that this genotype causes embryonic lethality.

Rpt3-f/f mice were then crossed with a transgenic line expressing Cre recombinase under the control of a myosin light chain 1 fast (Mlc1f, also known as Myl1) promoter to generate muscle-specific Rpt3-knockout mice, hereafter referred to as Rpt3^−/−^ mice (Fig. 1A). Mlc1f-Cre/Rpt3^+/+^ mice were used as controls and are herein referred to as Rpt3^+/+^ mice (Fig. 1A). In Mlc1f-Cre mice, Cre activity was detected in skeletal muscle tissue, including the gastrocnemius, tibialis anterior and soleus muscles, but not in the heart (Bothe et al., 2000). *Mlc* transcripts are initially detected between E8.5 and E9.5 and are expressed robustly beginning at E10.5 (Mourkioti et al., 2008). Mlc1f expression is restricted to fast-twitch fibers in adults (Lyons et al., 1990), in contrast to the ACTA1 promoter, which becomes active in both the skeletal muscle and heart beginning at E9.5 (Miniou et al., 1999). Accordingly, Rpt3 protein was only slightly detectable in the gastrocnemius muscles, in which fast-twitch fibers predominate, of homozygous mice (Fig. 1B). Rpt3 protein was also markedly decreased in the soleus muscle (Fig. 1B). Mlc1f-promoter-driven Cre has an excision efficiency of 40–50% according to Southern blot analysis (Bothe et al., 2000). The trace amounts of persistent Rpt3 protein expression might therefore reflect non-excised floxed Rpt3. However, the presence of slow-twitch muscle fibers, endothelial cells, fibroblasts, macrophages, blood cells and mesenchymal cells might also contribute to the remaining expression. An immunoblotting analysis demonstrated multiple ladder bands bound by anti-Rpt3 (data not shown). The specificity of the Rpt3 antibody used was not high enough to obtain an Rpt3-specific immunohistochemical image.

**Fig. 1.**
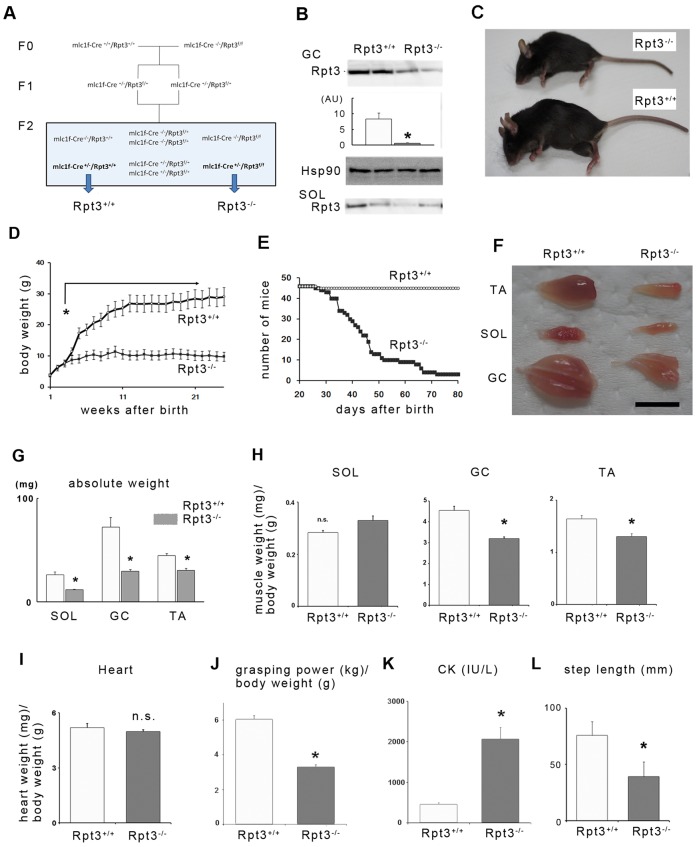
**Phenotypes of muscle-specific Rpt3-knockout mice.** (A) Generation of the Rpt3^−/−^ mice. Mlc1f-Cre^+/−^/Rpt3^f/−^ mice were mated to produce mlc1f-Cre^+/−^/Rpt3^+/+^ mice and mlc1f-Cre^+/−^/Rpt3^f/f^ mice (referred to as Rpt3^+/+^ mice and Rpt3^−/−^ mice, respectively). (B) Muscle homogenates were immunoblotted with antibodies against Rpt3 and Hsp90. Rpt3 protein was nearly undetectable in the homogenate of gastrocnemius (GC) from Rpt3^−/−^ mice. The homogenate from soleus muscle gave a similar result. Quantitative data are also presented (*n* = 3). White bar, Rpt3^+/+^ mice; gray bar, Rpt3^−/−^ mice. SOL, soleus; AU, arbitrary units. (C) The general appearance of Rpt3^−/−^ mice is shown. Note the smaller body frame and kyphosis in Rpt3^−/−^ mice. (D) The body weights of Rpt3^+/+^ and Rpt3^−/−^ mice are shown (*n* = 10 and 11, respectively). Note that the difference in the body weight became prominent after 3 weeks of age. Open circles, Rpt3^+/+^; closed squares, Rpt3^−/−^. (E) Kaplan–Meier survival curves for Rpt3^+/+^ and Rpt3^−/−^ mice (*n* = 46 each). (F) Appearance of excised skeletal muscles of Rpt3^+/+^ and Rpt3^−/−^ mice. TA, tibialis anterior. Scale bar: 1 cm. (G) Absolute skeletal muscle weight (mg) was significantly different between Rpt3^+/+^ and Rpt3^−/−^ mice in tibialis anterior, gastrocnemius and soleus muscles (*n* = 10). White bars, Rpt3^+/+^; gray bars, Rpt3^−/−^. (H) Skeletal muscle weight (mg)/body weight (g) were significantly different between Rpt3^+/+^ and Rpt3^−/−^ mice in tibialis anterior and gastrocnemius muscles (mostly fast-twitch fibers) but not in soleus muscle (half of the fibers are slow-twitch) (*n* = 10). (I) Heart weight (mg)/body weight (g) was not significantly altered in the Rpt3^−/−^ mice. (J) Grasping power (kg)/body weight (g) was significantly lower in the Rpt3^−/−^ mice (*n* = 5). (K) Creatine kinase (CK; IU/l) was significantly higher in the Rpt3^−/−^ mice (*n* = 5). (L) The step length (mm) was significantly shorter in Rpt3^−/−^ mice compared with Rpt3^+/+^ mice (*n* = 5). Quantitative data show the mean+s.e.m.; *P<0.05; n.s., non-significant [Student's *t*-test (B,G–I,K,L); Mann–Whitney U test (J)].

### Proteasomal inhibition induces muscle growth defects and the loss of force production

The appearance of the resultant Rpt3^−/−^ mice was distinct from that of age-matched control Rpt3^+/+^ mice (Fig. 1C); Rpt3^−/−^ mice exhibited kyphosis and a smaller body frame. The growth curve showed a severe reduction in body growth, which differed from that of controls beginning at 3 weeks of age (Fig. 1D), whereas the survival curve suggested that the Rpt3^−/−^ mice had a reduced lifespan (Fig. 1E). Skeletal muscles also appeared smaller in the Rpt3^−/−^ mice (Fig. 1F); the absolute weights of the tibialis anterior, gastrocnemius and soleus muscles were smaller in Rpt3^−/−^ mice at 4 weeks of age (Fig. 1G). However, when muscle weight was evaluated per body weight, virtually no difference was detected between Rpt3^+/+^ and Rpt3^−/−^ animals in the soleus muscle, which is >50% slow-twitch fibers, whereas larger differences in fast-twitch-dominant muscles were observed between the animals (Fig. 1H). Additionally, the average heart weight was similar in both Rpt3^−/−^ and Rpt3^+/+^ mice (Fig. 1I), most likely because the Mlc1f promoter is not active in the heart.

The grasping strength of Rpt3^−/−^ mice was significantly lower than that of Rpt3^+/+^ mice, most likely because of the decreased muscle mass (Fig. 1J). Furthermore, creatine kinase levels were increased in Rpt3^−/−^ mice, suggesting the presence of muscle damage in the mutant mice (Fig. 1K). Rpt3^−/−^ mice also demonstrated a waddling gait, and their step lengths were markedly shorter compared with those of Rpt3^+/+^ mice (Fig. 1L).

### Morphological features of skeletal muscle in Rpt3^−/−^ mice

The examination of the skeletal muscle morphology in Rpt3^−/−^ mice revealed degenerative changes, the accumulation of basophilic inclusions in muscle fibers and centrally nucleated myofibers at 4 weeks of age (Fig. 2A). Mononuclear cell infiltration around muscle fibers was also observed (Fig. 2A). The myofiber cross-sectional area was decreased in Rpt3^−/−^ mice (Fig. 2B), indicating muscle fiber atrophy. As expected, fast-twitch muscle fibers were severely atrophied, whereas the average diameters of the slow-twitch fibers were approximately the same in both Rpt3^+/+^ and Rpt3^−/−^ mice (Fig. 2C,D). These findings indicate that the phenotypic change results from the deletion of the proteasomal component Rpt3 specifically in fast-twitch muscle fibers. In addition, the proportion of slow-twitch fibers was greater in the gastrocnemius muscle of Rpt3^−/−^ mice, which is most likely due to the degeneration of Rpt3-deficient fast-twitch fibers (Fig. 2E).

**Fig. 2.**
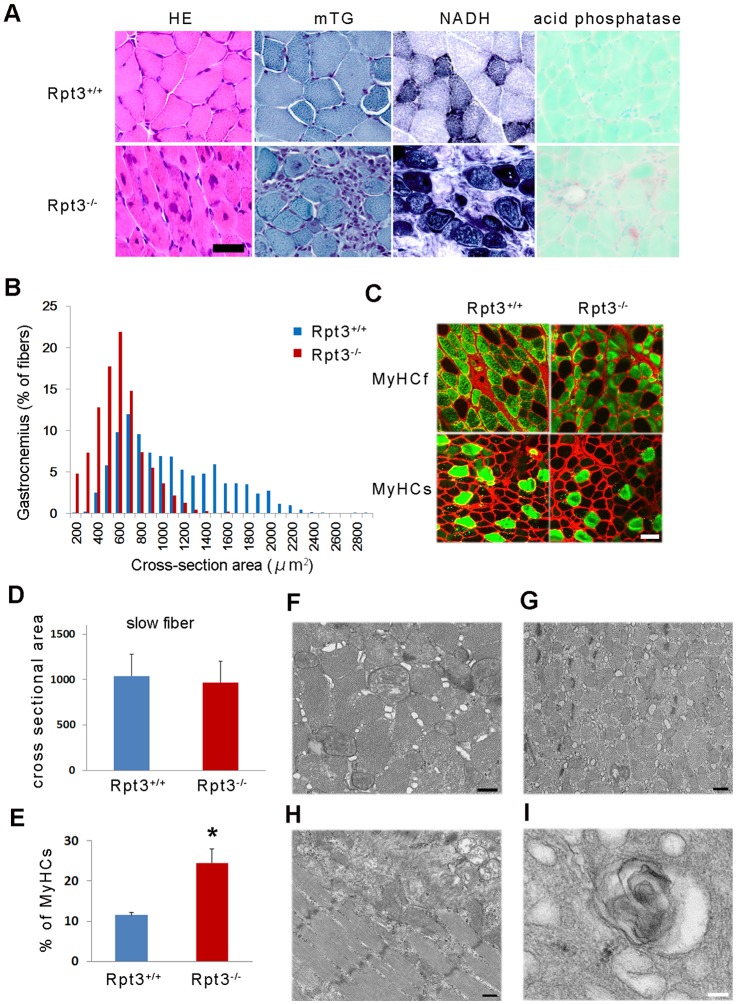
**Morphological changes in the muscles of Rpt3^−/−^ mice.** (A) Hematoxylin and eosin (HE) staining shows a general decrease in myofiber size along with the presence of central nuclei, basophilic inclusions and vacuolated fibers in the gastrocnemius of Rpt3^−/−^ mice at 4 weeks of age. Modified trichrome Gomori (mTG) staining revealed several basophilic inclusions in the myofibers and monocellular infiltrations in the interstitial perimysial space in Rpt3^−/−^ mice. NADH staining suggested that the myofibrils were disorganized in Rpt3^−/−^ mice. Acid phosphatase staining revealed mononuclear cell infiltrations around muscle fibers in Rpt3^−/−^ mice. Scale bar: 50 µm. (B) Quantification of the cross-sectional area of the myofibers in the gastrocnemius of Rpt3^−/−^ mice and Rpt3^+/+^ mice (*n* = 5). *P*<0.05 (Student's *t*-test). (C) Immunohistochemistry using myosin heavy chain slow (MyHCs) and fast (MyHCf) in the gastrocnemius of Rpt3^−/−^ and Rpt3^+/+^ mice. The diameter of the MyHCf-positive fibers in Rpt3^−/−^ mice was smaller; however, the same was not observed for the MyHCs-positive fibers. Red, laminin; green, MyHCf or MyHCs. Scale bar: 50 µm. (D) Quantitative data are also shown from the gastrocnemius of Rpt3^−/−^ and Rpt3^+/+^ mice (*n* = 200 for each fiber type). (E) The percentage of slow-twitch fibers was increased in the gastrocnemius of Rpt3^−/−^ and Rpt3^+/+^ mice (*n* = 5). Quantitative data show the mean+s.e.m.; *P<0.05 (Student's *t*-test). (F–I) Electron microscopy findings in the tibialis anterior muscles. Axial (F,G) and longitudinal (H,I) sections from 6-week-old Rpt3^+/+^ mice (F) and Rpt3^−/−^ mice (G–I). The myofibrils were smaller and the interstitial space was wider in the Rpt3^−/−^ mice. Sarcoplasmic reticulum dilation, filamentous structures and vacuolated structures were observed (H,I). Scale bars: 500 nm.

Next, the muscle tissue from the fast-twitch-dominant tibialis anterior muscle of Rpt3^−/−^ mice was examined by electron microscopy. The myofibrils in Rpt3^−/−^ mice were smaller in diameter than those in Rpt3^+/+^ mice (Fig. 2F,G). The distension of the sarcoplasmic reticulum and enlarged interstitial spaces were observed in Rpt3^−/−^ skeletal muscle tissue (Fig. 2F,G). In a subset of the muscle fibers, the distension of the sarcoplasmic reticulum (Fig. 2H,I) as well as vesicle formation and ruptured membranes were observed (Fig. 2I). In addition, a comparison of the electron micrographs obtained from the tibialis anterior muscles of Rpt3^−/−^ and Rpt3^+/+^ mice did not demonstrate increases in the number of autophagosomes and autolysosomes.

Furthermore, no marked defect or reduction in dystrophin or the components of the dystrophin–glycoprotein complex was observed (Fig. 3A,B). No apparent differences were observed in α1-syntrophin, α-dystroglycan, α-sarcoglycan, aquaporin-4, β-sarcoglycan, dystrophin, dysferlin, neuronal nitric oxide synthetase or caveolin-3 levels based on immunohistochemical examination (Fig. 3A). A small amount of developmental myosin heavy chain was observed in the gastrocnemius muscle tissue of Rpt3^−/−^ mice (Fig. 3A), suggesting the presence of a regenerative process that most likely counteracts fast-twitch muscle fiber degeneration, which leads to an increased serum creatine kinase level (Fig. 1K). The fluorescence corresponding to SERCA protein expression was higher in Rpt3^−/−^ gastrocnemius muscle tissue compared with that of Rpt3^+/+^ muscle tissue by immunohistochemical analysis (Fig. 3C). A higher level of calsequestrin in Rpt3^−/−^ gastrocnemius muscle was demonstrated by immunoblotting analysis (Fig. 3D). The increase in these sarcoplasmic reticulum proteins corresponds to the morphological change in the sarcoplasmic reticulum (Fig. 2F–I).

**Fig. 3.**
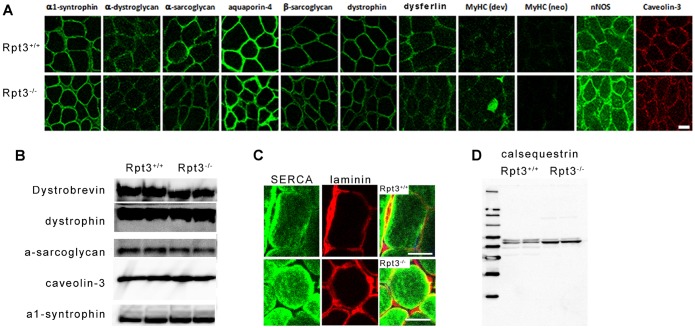
**Immunohistochemistry and immunoblotting of the dystrophin glycoprotein complex and sarcoplasmic reticulum proteins in the gastrocnemius of Rpt3^−/−^ and Rpt3^+/+^ mice.** (A,B) Immunohistochemistry and immunoblotting of the components of the dystrophin glycoprotein complex in 6-week-old mice. No apparent differences were observed in α1-syntrophin, α-dystroglycan, α-sarcoglycan, aquaporin-4, β-sarcoglycan, dystrophin, dysferlin, neuronal nitric oxide synthetase or caveolin-3 levels. A small amount of developmental myosin heavy chain was observed in muscles from Rpt3^−/−^ mice. Neonatal myosin heavy chain was not observed. Scale bar: 50 µm. (C,D) Immunohistochemistry and immunoblotting to detect the sarcoplasmic-reticulum-related proteins SERCA1 (C) and calsequestrin (D).

### Altered proteolysis in Rpt3^−/−^ mice

To investigate the effect of Rpt3 deletion on proteasomal activity in skeletal muscle tissue, a knockdown of Rpt3 by small interfering (si)RNA in C2C12 cultured myoblasts was performed. Proteasomal activity was markedly reduced in C2C12 cells after siRNA-mediated Rpt3 knockdown at 24, 48 and 72 h after transfection (Fig. 4A,B). In the immunoblotting analysis, the Rpt3 band was undetectable after siRNA treatment, indicating that the Rpt3 antibody correctly detected the Rpt3 protein (Fig. 4C).

**Fig. 4.**
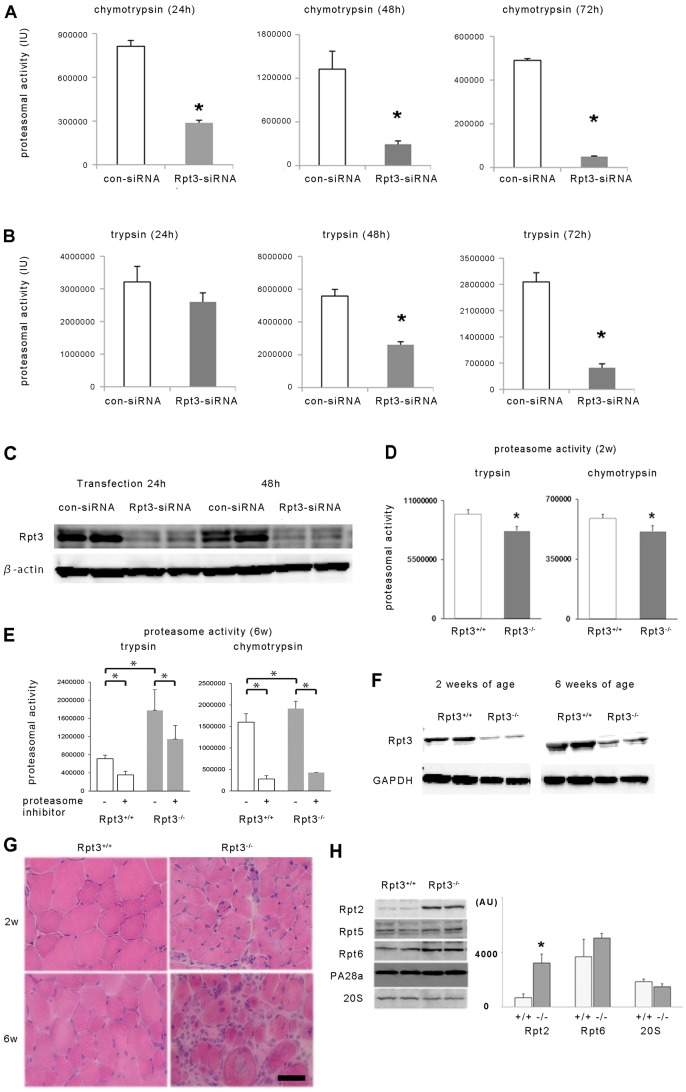
**The effect of Rpt3 knockdown and Rpt3 deletion on proteasomal activity *in vitro* and *in vivo*.** The chymotrypsin-like (A) and trypsin-like (B) activities of control (con-siRNA)- and Rpt3-siRNA-transfected C2C12 cells were assessed. Proteasomal activity was significantly suppressed in Rpt3-siRNA-transfected cells. Proteasomal activity at 24, 48 and 72 h after transfection is shown. IU, international units. (C) Rpt3 protein expression was suppressed in Rpt3-siRNA-transfected C2C12 cells. (D) Proteasomal activity (trypsin-like and chymotrypsin-like activity) in the tibialis anterior muscles of 2-week-old Rpt3^−/−^ and Rpt3^+/+^ mice (*n* = 5). (E) Proteasomal activity (trypsin-like and chymotrypsin-like activity) in the tibialis anterior muscles of 6-week-old Rpt3^−/−^ and Rpt3^+/+^ mice (*n* = 6). Trypsin-like and chymotrypsin-like activity were increased in Rpt3^−/−^ mice compared with Rpt3^+/+^ mice. The highly specific proteasomal inhibitor AdaAhx_3_L_3_VS (30 µM) significantly suppressed chymotrypsin-like activity by >70%, and trypsin-like activity by >30% from tibialis anterior muscle homogenate of both 6-week-old Rpt3^−/−^ and Rpt3^+/+^ mice. (F) Immunoblotting of Rpt3 protein using homogenates of tibialis anterior muscles from 2- and 6-week-old mice. (G) HE staining of tibialis anterior muscles from 2- and 6-week-old mice. Scale bar: 50 µm. (H) Changes in the components of the proteasomal complex of the tibialis anterior muscles. Rpt2 is significantly increased in Rpt3^−/−^ mice compared with its expression in Rpt3^+/+^ mice. White bars, Rpt3^+/+^; gray bars, Rpt3^−/−^. AU, arbitrary units. All quantitative data show the mean+s.e.m.; *P<0.05 (Student's *t*-test).

Then, to investigate the effect of Rpt3 deletion *in vivo*, both chymotrypsin-like and trypsin-like proteasomal activities in the fast-twitch-dominant tibialis anterior muscles of 2-week-old mice were examined. The proteasomal activity in the muscle homogenate from Rpt3^−/−^ mice was significantly lower compared with that from Rpt3^+/+^ mice at 2 weeks of age (Fig. 4D). Proteasomal activity at 6 weeks of age, however, was higher in the Rpt3-deleted animals compared with Rpt3^+/+^ mice (Fig. 4E). To examine whether the detected chymotrypsin-like and trypsin-like activities were proteasome-dependent, a highly specific proteasomal inhibitor, AdaAhx_3_L_3_VS (30 µM), was added to the muscle homogenates. The proteasome-specific inhibitor significantly reduced both the chymotrypsin-like and trypsin-like proteasome activities of tibialis anterior muscles from 6-week-old Rpt3^−/−^ and Rpt3^+/+^ mice (Fig. 4E). Therefore, the increased proteasomal activity in Rpt3^−/−^ mice might not be due to the recovery or acquisition of Rpt3 because the Rpt3 protein was still markedly reduced at 6 weeks of age in Rpt3^−/−^ mice (Fig. 4F). Indeed, corresponding to the enhanced chymotrypsin-like and trypsin-like proteolytic activity, the transcription of proteasomal components in the proteolytic subunits of the 20S catalytic core, including PSMB5 with chymotrypsin-like activity and PSMB7 with trypsin-like activity, was markedly activated in the tibialis anterior muscle homogenate (supplementary material Fig. S2).

A morphological comparison of tibialis anterior muscle tissue from 2-week-old and 6-week-old Rpt3^+/+^ and Rpt3^−/−^ mice (Fig. 4G) demonstrated a clearly increased number of irregularly shaped abnormal muscle fibers in 6-week-old mice that were characterized by swelling and dislocated and enlarged nuclei. The interstitial spaces were extended, and the number of infiltrating cells was increased.

An examination of the protein components of the proteasome other than Rpt3 in tibialis anterior muscle tissue revealed increased expression of Rpt2 (also known as PSMC1) in 6-week-old Rpt3^−/−^ mice (Fig. 4H). No significant difference in the protein level of Rpt6 (also known as PSMC5), the binding partner of Rpt3, was identified in Rpt3^−/−^ mice compared with Rpt3^+/+^ mice (Fig. 4H). In addition, no significant differences in the protein levels of Rpt5, PA28α (also known as PSMC3, PSME1, respectively) or 20S proteasome proteins were noted between Rpt3^+/+^ and Rpt3^−/−^ mice (Fig. 4H).

### The transcriptional and protein levels of ubiquitin proteasomal components and the upstream pathway in Rpt3^−/−^ mice

Because the activity of the ubiquitin proteasomal pathway depends upon an upstream transcriptional program that requires the activation of a subset of atrophy-related genes, or atrogenes (Lecker et al., 2004), the expression of atrogenes involved in the ubiquitin–proteasomal pathway in the fast-twitch-dominant gastrocnemius muscle of Rpt3^−/−^ mice was examined. Indeed, the protein and transcriptional levels of two atrophy-related ubiquitin E3 ligases, MuRF1 and atrogin-1, were markedly increased in Rpt3^−/−^ mouse gastrocnemius muscle compared with that of Rpt3^+/+^ mice (Fig. 5A,B). The levels of ubiquitin and polyubiquitylated protein at the Lys48 residue were also markedly increased (Fig. 5C). An immunohistochemical examination also demonstrated a marked increase or accumulation of polyubiquitylated proteins in the fast-twitch muscle fibers of the gastrocnemius muscle from Rpt3^−/−^ mice (Fig. 5D).

**Fig. 5.**
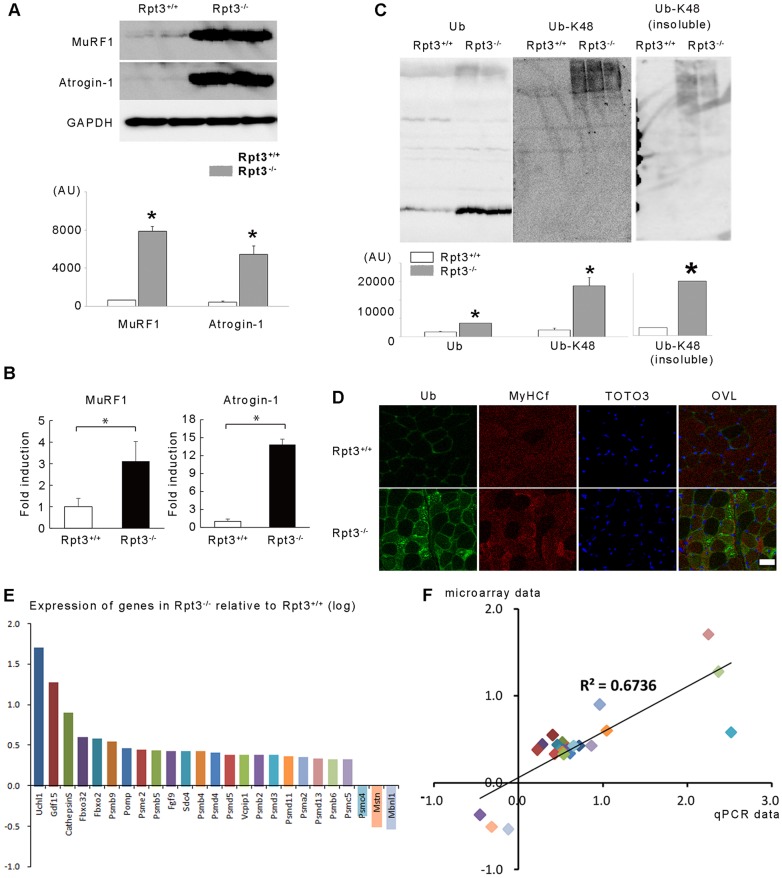
**The ubiquitin–proteasome pathway is dysregulated in the gastrocnemius muscles of Rpt3^−/−^ mice.** (A) Protein levels of the muscle-specific ubiquitin-E3-ligases MuRF1 and atrogin-1 were higher in Rpt3^−/−^ mice than in Rpt3^+/+^ mice at the age of 6 weeks. Quantitative data are also presented (*n* = 3). AU, arbitrary units. (B) Upregulation of the crucial atrophy-related and muscle-specific genes in Rpt3^−/−^ mice at the age of 6 weeks. RNA was extracted from the gastrocnemius muscles, and quantitative PCR analysis was performed in triplicate using specific primers (supplementary material Table S1). Data were normalized to the GAPDH content and expressed as the fold increase over the expression levels in Rpt3^+/+^ mice (*n* = 5). (C) The levels of ubiquitin (Ub) and high-molecular-mass ubiquitylated proteins were increased in Rpt3^−/−^ mice. Protein polyubiquitylated at the Lys48 residue (detected using an anti-Ub-K48 antibody) was also increased in Rpt3^−/−^ mice. Quantitative data are also presented (*n* = 3). Quantitative data in A–C show the mean+s.e.m.; *P<0.05 (Student's *t*-test). (D) Immunohistochemical detection of ubiquitin and MyHCf revealed the accumulation of ubiquitylated proteins, particularly in fast-twitch muscle fibers. TOTO3, nuclei; OVL, overlay. Scale bar: 50 µm. (E) Upregulation of crucial proteasome-related genes in the skeletal muscles of adult Rpt3^−/−^ mice. RNA was extracted from the gastrocnemius muscles. The *y*-axis represents the quantitative values of gene expression in Rpt3^−/−^ mice relative to Rpt3^+/+^ mice, which were transformed to log_10_ values. The value ‘0’ indicates equal gene expression between Rpt3^−/−^ and Rpt3^+/+^ mice. Of the several proteasome-related genes that were measured, the expression of PSMC4 (Rpt3) was inhibited in Rpt3^−/−^ mice compared with that of Rpt3^+/+^ mice. Quantitative PCR analysis was performed in triplicate using specific primers (supplementary material Table S1). (F) Relative expression levels, normalized to β-actin, were well correlated between the microarray data and the quantitative PCR analysis (*R*^2^ = 0.6736).

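The genes plotted in Fig. 5E were measured on arrays of muscle RNA from 3 Rpt3−/− mice and 3 Rpt3+/+ mice at 6 weeks of age. All 25 genes passed an adjusted p of 0.05 from limma, a linear model fitted over 14731 genes, with 22 genes higher and 3 genes lower in Rpt3−/− mice. The largest ratio was that of Uchl1, which encodes a deubiquitylating enzyme normally abundant in neurons. Its log2 intensity was 12.81 ± 0.16 (SD, n = 3) in Rpt3−/− mice and 7.61 ± 0.20 (SD, n = 3) in Rpt3+/+ mice, a log10 ratio of 1.57 (adjusted p = 7.23e-08 from limma). The log10 ratio was 0.808 for Ctss, the lysosomal protease cathepsin S, 0.579 for Fbxo32, which encodes the ubiquitin ligase atrogin-1, and 0.502 for Fbxo2, which encodes a ubiquitin ligase subunit that binds glycoproteins. Gdf15, which encodes a stress-induced secreted factor, was not well above background on any of the 3 Rpt3+/+ arrays and was at least 3.81-fold higher in Rpt3−/− mice (adjusted p = 6.03e-05 from limma), a bound taken against the lowest signal among probes above background. Among the proteasome genes of the panel, Pomp, which encodes the proteasome maturation protein, had a log10 ratio of 0.411, Psmb4 of 0.408, Psme2 of 0.395 and the immunoproteasome subunit gene Psmb9 of 0.226. Psmb9 and Fgf9 were above background on 1 of the 3 Rpt3+/+ arrays each. Actb, which encodes β-actin, itself had a log2 fold change of 0.45 (adjusted p = 0.0294 from limma). It did not pass without the first or the third Rpt3−/− array or without the third Rpt3+/+ array. With each array centred on Actb 20 of the 25 genes passed. The log2 fold change was then -0.12 for Psmb9, and Fgf9, Vcpip1, Psmd5 and Psmd13 did not pass either. The unpaired parametric test that the paper's statistics section names beside the Mann–Whitney test (the methods' test) gave 25 genes without adjustment and 20 after Benjamini-Hochberg adjustment. Mstn, which encodes the growth inhibitor myostatin, had a log10 ratio of -0.487 (adjusted p = 8.04e-05 from limma). By immunoblotting of gastrocnemius the paper reports more myostatin protein, so RNA and protein ran in opposite directions. Protein was not measured here. Mbnl1, which encodes a splicing regulator, had a log10 ratio of -0.463 from its brightest probe (adjusted p = 0.00428 from limma). Its other probe had a log2 fold change of -0.16 that did not pass the test. The count was also 25 when adjusted over the list alone. The paper's text does not name how the genes of the panel were chosen. The legend also names quantitative PCR, whose values were not analysed here, and states that crucial proteasome-related genes were upregulated.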

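Psmc4, the gene deleted in the muscle fibers of these mice, was 2.24-fold lower in Rpt3−/− mice by the brighter of its 2 probes. The log2 intensities of this probe were 10.01, 9.78 and 9.85 on the 3 Rpt3−/− arrays and 11.16, 10.91 and 11.06 on the 3 Rpt3+/+ arrays, so that each Rpt3−/− array lay below each Rpt3+/+ array. The group means were 9.88 ± 0.12 (SD, n = 3) and 11.04 ± 0.12 (SD, n = 3), a log2 fold change of -1.17 (standard error 0.13, adjusted p = 0.00031 from limma). The other probe of Psmc4 had a log2 fold change of -0.23 that did not pass the test (adjusted p = 0.379 from limma over probes). Where the probes lie relative to the floxed part of the gene is not given in the sources used here, and a probe outside the deleted part does not check the labels. Of the other 18 measured genes of the 19S regulatory particle, to which Psmc4 belongs, 15 were higher and none was lower at an adjusted p under 0.05 from limma, against 18 higher when adjusted over the list alone. At an unadjusted p under 0.05 from limma 18 were higher and 0 lower, and the methods' test gave 16 and 0 without adjustment and 7 and 0 after it.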

To obtain an overall view of the gene expression profiles in Rpt3^−/−^ skeletal muscle, microarray and real-time PCR analyses of gastrocnemius muscle tissue were performed (Fig. 5E,F; primers are listed in supplementary material Table S1). 

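For the microarray, RNA from 3 Rpt3−/− mice and 3 Rpt3+/+ mice at 6 weeks of age was labelled with a single dye and hybridized to CodeLink mouse whole-genome bioarrays, on which each probe is a short oligonucleotide and brightness reports the amount of a transcript. The paper names the gastrocnemius as the source of the RNA, whereas the sample labels name the tibialis anterior, and both are fast-twitch-dominant muscles. The labels call the groups null and control and give both the same strain, with Mlc1f-Cre and floxed Rpt3, whereas the controls of the paper are Mlc1f-Cre/Rpt3+/+ mice. Each array stood on its own slide, and the labels describe separate mice. Each array held 34967 probes for transcripts, of which 22151 could be given a gene name, for 18563 genes. The share of the transcript probes above background was 69.5%, 72.7% and 69.2% on the Rpt3−/− arrays and 74.5%, 57.0% and 66.6% on the Rpt3+/+ arrays. The median background-subtracted intensity was 89.4, 101 and 87.3 on the Rpt3−/− arrays and 114, 52.7 and 80.2 on the Rpt3+/+ arrays, so that the second Rpt3+/+ array was the dimmest. The authors' scanner software, CodeLink Expression Analysis 5.0.0.31312, wrote the brightness of each spot and of its local background, and these intensities were not normalized between arrays. From them the background was corrected by the normexp method with an offset of 50, the arrays were quantile normalized, and log2 intensities were compared with limma, with Benjamini-Hochberg adjustment over genes. Masked and contaminated spots were left out, a gene was tested where its probe was above background on at least 3 of the 6 arrays, and the brightest probe stood for a gene with several. The offset draws the fold changes of dim genes toward 0. The number of arrays, 3 in each group, limits the precision.
At an adjusted p under 0.05 from limma, 1870 of 14731 tested genes were higher and 967 were lower in Rpt3−/− mice. The 3 arrays of one group lay entirely above or below those of the other for 36.8% of the tested genes, against 10% by chance. The gene with the largest rise was Sln, which encodes sarcolipin, an inhibitor of the sarcoplasmic reticulum calcium pump, with a log2 fold change of 6.01 (standard error 0.16, adjusted p = 7.23e-08 from limma). After Uchl1 came Myl4, an embryonic and atrial myosin light chain, with a log2 fold change of 4.01, and Myh8, the perinatal or neonatal myosin heavy chain, with 3.50. With antibodies the paper did not observe neonatal myosin heavy chain, and found a small amount of the developmental form. Protein was not measured here. Krt8, a keratin of simple epithelia, had a log2 fold change of 2.92, Chrng, the fetal subunit of the acetylcholine receptor, of 2.90, Htatip2 of 2.88 and S100a4 of 2.83. Among the Rpt3+/+ arrays, Krt8 and Chrng were above background on 1 array each and Htatip2 on 2. The size and order of the rises of Krt8 and Chrng are therefore uncertain. Nppb, which encodes brain natriuretic peptide, was not well above background on any Rpt3+/+ array and was at least 5.11-fold higher in Rpt3−/− mice (adjusted p = 8.07e-06 from limma). Among the genes with the largest falls were Amd1 and Smox, enzymes of polyamine metabolism, with log2 fold changes of -2.73 and -2.58. The spot of Smox on the third Rpt3+/+ array was marked as contaminated and left out, so that its control mean rests on the other 2 arrays. Mylk4, a myosin light chain kinase family member, had a log2 fold change of -2.52. Others were 2310065F04Rik with -2.74, Nrep with -2.30, B230312C02Rik with -2.25, Smco1 with -2.10, Asb14 with -2.05 and Gpcpd1 with -2.00. The counts fell to 1086 higher and 389 lower without the third Rpt3+/+ array, to 1153 and 541 without the third Rpt3−/− array, and to 478 lower without the first Rpt3−/− array. Actb was itself among the higher genes, though not without the first or the third Rpt3−/− array or the third Rpt3+/+ array. With each array centred on Actb, 328 genes were higher and 10331 lower. The median log2 fold change of all tested genes moved from -0.01 to -0.72.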

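Of 46 measured genes of the proteasome and its assembly other than Psmc4, listed before the data were examined, 37 were higher and none was lower in Rpt3−/− mice at an adjusted p under 0.05 from limma, against 42 higher when adjusted over the list alone. At an unadjusted p under 0.05 from limma 42 were higher and 0 lower, and the methods' test gave 41 and 0 without adjustment and 19 and 0 after it. The median log2 fold change of the list was 0.73, a ratio of 1.66. In the 20S core, 12 of 13 measured genes were higher. By brightest probes the α subunit Psma7 led, with a log2 fold change of 1.60 (standard error 0.13, adjusted p = 4.16e-05 from limma). The α subunit Psma5 followed with 1.42. A dimmer probe of Psmb4 had 1.83 (adjusted p = 3.53e-05 from limma over probes). The catalytic subunits Psmb5, which carries the chymotrypsin-like activity, and Psmb7, which carries the trypsin-like activity, had log2 fold changes of 1.31 and 0.92. In the 19S particle, the ubiquitin receptor Psmd4 had a log2 fold change of 1.27, Psmd3 of 1.21, Psmd11 of 1.17 by its brightest probe and -0.02 by another, which did not pass the test, and Psmc5, which encodes Rpt6, of 1.05. Psmc1, which encodes Rpt2, had a log2 fold change of 0.53 that did not pass the test over all genes (adjusted p = 0.0683 from limma). All 4 measured genes of the immunoproteasome and its PA28 activator were higher by their brightest probes, with a median log2 fold change of 0.73. Of these, Psme1 was at 0.40 (adjusted p = 0.0445 from limma) and at -0.12 by another probe, which did not pass the test. Among assembly factors and associated proteins 6 of 11 were higher, including Usp14 with 1.03 and Psmg3 with 0.83. Macrophage markers were higher on the same arrays for 21 of 33 genes, and interferon and antigen presentation genes for 12 of 25. Centred on Actb, the median was -0.048 for the immunoproteasome list and -0.080 for the assembly list, each above that of all genes, and camera still called both higher. In the reported setting neither passed camera with an estimated correlation, at adjusted p = 0.180 for the immunoproteasome and adjusted p = 0.218 for the assembly list. Without the third Rpt3−/− array 23 of the 46 genes were higher. With median centring in place of quantile normalization 42 of the 46 were higher and 0 lower. With Actb centring, which from there shifts every gene of an array alike, 13 were higher and 2 lower. The median of the list was then 0.17, above the -0.72 of all genes, and camera still called it higher (adjusted p = 9.42e-32).
Genes of protein synthesis were in separate lists. Of 56 measured ribosomal protein genes 38 were higher and none was lower. At an unadjusted p under 0.05 from limma 51 were higher and 0 lower, and by the methods' test 41 and 0 without adjustment and 20 and 0 after it. The median log2 fold change was 0.65, and Rpl13a reached 1.21, Rpl14 1.14 and Rps20 1.09. Of 41 translation factors 12 were higher and 2 were lower, with Eif4ebp1, a repressor of cap-dependent initiation, at 1.54 and Eif4a2, an initiation helicase, at -1.43. Of 20 tRNA synthetases 5 were higher and 2 were lower, Vars at 0.81 and Cars at -0.85 among them. Of 43 genes of fibroblasts and extracellular matrix 18 were higher and none was lower. At an unadjusted p under 0.05 from limma 25 were higher and 0 lower, and by the methods' test 21 and 0 without adjustment and 7 and 0 after it. Timp1, an inhibitor of matrix metalloproteases, was at 2.47 and Loxl1, a collagen and elastin crosslinking enzyme, at 1.52 by its brightest probe and -0.09 by another, which did not pass the test. Of 29 genes of muscle development and regeneration 15 were higher and 2 were lower, with Tnnt2, the cardiac and embryonic troponin T, at 2.49 and above background on 1 of the 3 Rpt3+/+ arrays. When adjusted over each list alone, 49 ribosomal protein genes, 13 translation factors, 5 tRNA synthetases, 24 extracellular matrix genes and 23 regeneration genes were higher. Lower by the same adjustment were 4 translation factors, 3 tRNA synthetases and 2 regeneration genes, and no ribosomal protein or extracellular matrix gene.
Camera tests whether a list shifts more than other genes. With a preset correlation of 0.01 between genes, its adjusted p over the lists was 9.94e-19 for the proteasome list and 1.84e-16 for ribosomal proteins. It was 2.18e-07 for extracellular matrix, 8.46e-09 for regeneration and 0.0043 for translation factors. With an estimated correlation none of these passed, at adjusted p = 0.180 for the proteasome, ribosomal and regeneration lists, adjusted p = 0.229 for extracellular matrix and adjusted p = 0.438 for translation factors. By fry, which tests a list on its own and not against other genes, each of them passed (adjusted p from 0.00268 to 0.0205). The tRNA synthetases did not pass camera in either form, with a median log2 fold change of -0.07, adjusted p = 0.856 with the preset and adjusted p = 0.956 with an estimated correlation. Other groupings of the same 6 arrays gave up to 18 lists past the preset threshold, against 25 of 34 for the real groups. Each other grouping mixes the groups unevenly and keeps part of their difference, so the 18 is no baseline for chance. Centred on Actb, the median was -0.15 for extracellular matrix, -0.070 for regeneration and -0.30 for translation factors, each above that of all genes, and camera still called each higher.

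**Figure D1:**
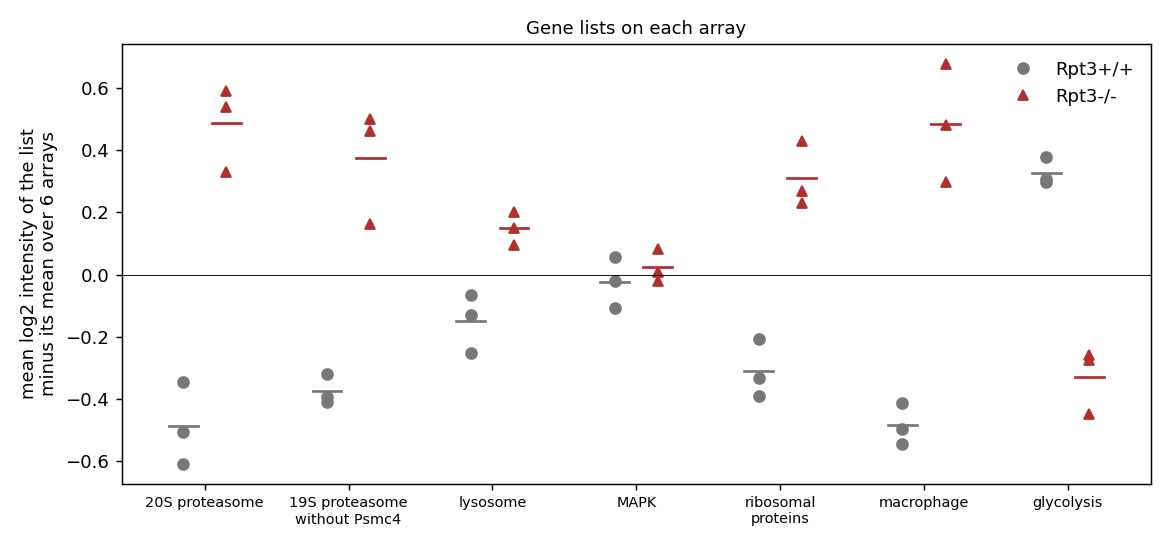
Mean log2 intensity of 7 gene lists on each of the 6 arrays, relative to the mean of the list over the arrays. Gray circles are the 3 Rpt3+/+ arrays, red triangles the 3 Rpt3−/− arrays and short lines the group means, after quantile normalization. For the 20S proteasome the Rpt3−/− arrays lie at 0.33, 0.59 and 0.54 and the Rpt3+/+ arrays at -0.35, -0.51 and -0.61, whereas the MAPK list overlaps between groups.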

Proteasome-related genes were upregulated in Rpt3^−/−^ mice; a summary of the top ten networks identified by Ingenuity pathway analysis of the microarray data revealed that ‘connective tissue proliferation’, ‘cellular development’ and ‘protein synthesis’ were all affected in Rpt3^−/−^ mice (supplementary material Table S2). The microarray data are available online (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE34896. A pathway analysis using DAVID online software provided by the National Institute of Allergy and Infectious Diseases (NIAID), NIH (http://david.abcc.ncifcrf.gov/home.jsp) was performed. 

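At the 1.5-fold threshold used for the pathway analysis, 1416 genes were higher and 701 were lower in Rpt3−/− mice among 14731 tested genes, and 1388 and 619 of them also passed an adjusted p of 0.05 from limma. The fixed lists were compared with these genes in place of the KEGG pathways, by a one-sided Fisher's exact test adjusted over the lists. Among the higher genes, 32 proteasome genes were found where 4.42 were expected (adjusted p = 4.38e-21, Fisher's exact test), and 33 ribosomal protein genes where 5.38 were expected (adjusted p = 1.15e-18, Fisher's exact test). Among other lists over-represented there, heat shock genes numbered 13 against 2.79 expected (adjusted p = 3.55e-06, Fisher's exact test), including the small heat shock proteins Hspb1, with a log2 fold change of 1.84, Hspb7, with 1.32, and Cryab, with 1.32. Of 29 measured heat shock genes 13 were higher and 4 were lower by limma, against 15 and 4 when adjusted over the list alone and 4 and 2 by the methods' test after adjustment, and the co-chaperone Dnajb5 was at -1.25. NRF2 target genes numbered 11 against 2.60 expected (adjusted p = 5.38e-05, Fisher's exact test), including Gstm2, a glutathione transferase, with a log2 fold change of 1.83, and Hmox1, heme oxygenase, with 1.68. Genes of ubiquitin handling numbered 11 against 3.08 expected (adjusted p = 0.000271, Fisher's exact test), with Ubxn4 at 1.32 and Usp5 at 1.26. By limma 11 of 27 NRF2 target genes were higher and 1 lower, and 14 of 32 genes of ubiquitin handling were higher and 3 lower. When adjusted over each list alone, these counts were 12 and 1 and 16 and 4. Among the lower genes, 10 glycolysis genes were found where 0.857 were expected (adjusted p = 5.88e-08, Fisher's exact test), among them the phosphorylase kinase subunit Phkg1 at -1.68, the phosphoglucomutase Pgm1 at -1.34 and the muscle glycogen phosphorylase Pygm at -1.11. Fast-fiber genes numbered 7 among the lower genes against 0.999 expected (adjusted p = 0.00059, Fisher's exact test), with Fbp2 at -1.17 and Casq1, the fast-fiber calsequestrin, at -0.98. By immunoblotting the paper reports more calsequestrin protein, without naming the isoform. The fast-fiber list did not pass by Fisher's exact test in the authors' value table (adjusted p = 0.133) or at a 2-fold threshold (adjusted p = 0.241). With Actb centring the ribosomal and glycolysis lists did not (adjusted p = 0.415 and 0.0634), at 1.97 and 1.47 times expectation. That scaling replaced quantile normalization and, against median centring, shifts every gene of an array alike across a fixed threshold. The loss therefore says nothing of the shift of these lists against other genes. In camera with an estimated correlation none of these lists passed. The values were adjusted p = 0.270 for heat shock genes, adjusted p = 0.310 for ubiquitin handling and adjusted p = 0.180 for the proteasome, ribosomal, NRF2, glycolysis and fast-fiber lists. Centred on Actb, the median log2 fold change was -0.16 for heat shock genes, -0.26 for NRF2 targets and -0.28 for ubiquitin handling, each above that of all genes, and camera still called each higher. Genes over 1.5-fold higher and lower numbered 2234 and 1295 in the authors' value table, 2222 and 1317 with background-subtracted intensities. They numbered 267 and 9450 with Actb centring, and 440 were lower with median centring. Genes of a pathway are not independent, so these p-values describe the list and not the spread between mice.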

A KEGG pathway analysis using the list of genes that were differentially expressed over 1.5-fold compared with their expression in Rpt3^+/+^ mice is shown in supplementary material Table S3. 

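Of 94 measured lysosome genes, 27 were higher and 2 were lower in Rpt3−/− mice at an adjusted p under 0.05 from limma, against 29 higher and 3 lower when adjusted over the list alone. The median log2 fold change of the list was 0.21. Beside Ctss, the largest rises were those of Atp6v1h, a subunit of the proton pump that acidifies lysosomes, with a log2 fold change of 1.73 (standard error 0.13, adjusted p = 3.66e-05 from limma), Cd63, a membrane protein of late endosomes, with 1.69, and Lgmn, the protease legumain, with 1.63. At the 1.5-fold threshold 22 lysosome genes were among the higher genes where 9.04 were expected (adjusted p = 0.000155, Fisher's exact test). Camera gave an adjusted p of 0.000552 for the list, and adjusted p = 0.270 with an estimated correlation. Macrophage markers rose on the same arrays, with 21 of 33 measured genes higher and none lower. The counts were 23 and 0 at an unadjusted p under 0.05 from limma and 20 and 0 by the methods' test, or 12 and 0 after adjustment of the latter. The median log2 fold change was 0.98, with the complement gene C1qa at 2.13, Spp1 at 2.19 and Ccl6 at 1.94. Camera gave an adjusted p of 2.15e-11, and adjusted p = 0.180 with an estimated correlation.
Of 154 measured genes of the MAPK pathway, 28 were higher, 15 were lower and 111 did not pass the test, against 28 higher and 17 lower when adjusted over the list alone, and the median log2 fold change was 0.02. The higher genes included Gadd45a, a stress-induced activator of p38 and JNK signaling, with a log2 fold change of 1.75 (standard error 0.13, adjusted p = 2.96e-05 from limma), the phosphatase Dusp4 with 1.45, above background on 2 of the 3 Rpt3+/+ arrays, and the lipopolysaccharide co-receptor Cd14 with 1.38. Mapk14, which encodes p38α, was lower, with a log2 fold change of -0.99 (standard error 0.19, adjusted p = 0.0049 from limma). Of the MAPK genes, 22 were over 1.5-fold higher where 14.8 were expected (adjusted p = 0.0644, Fisher's exact test). Another 13 were over 1.5-fold lower where 7.33 were expected (adjusted p = 0.183, Fisher's exact test). Together 35 were over 1.5-fold in either direction where 22.1 were expected (adjusted p = 0.00614, Fisher's exact test). The count in either direction did not pass at a 2-fold threshold (adjusted p = 0.178). With Actb centring it did not pass either (adjusted p = 1), but the test cannot decide there. That scaling replaced quantile normalization and, against median centring, shifts every gene of an array alike. It put 267 genes over 1.5-fold higher and 9450 lower. With higher and lower genes pooled, the proteasome and lysosome lists did not pass there either. Among higher genes alone both did (adjusted p = 1.26e-07 and 0.000158, Fisher's exact test). The lower MAPK genes passed without the third Rpt3−/− array (adjusted p = 0.0316) and without the first Rpt3+/+ array (adjusted p = 0.00197). Camera gave an adjusted p of 0.757 for the MAPK list. With no filter on dim probes the higher genes passed at adjusted p = 0.0313, and with the mean of a gene's probes at adjusted p = 0.0428, both by Fisher's exact test. Centred on Actb, 9 lysosome genes were higher and 42 lower with a median of -0.46, above that of all genes, and camera still called the list higher (adjusted p = 1.29e-05). In that setting 4 MAPK genes were higher and 99 lower. The higher lysosome and MAPK genes numbered 17 and 18 without the first Rpt3−/− array, 16 and 18 without the third, and 15 and 13 without the third Rpt3+/+ array. The lower MAPK genes numbered 9 without the first Rpt3−/− array and 27 without the first Rpt3+/+ array.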

Proteasome- and lysosome-related genes were significantly upregulated, as was the MAPK pathway in Rpt3^−/−^ mice (supplementary material Table S3). The protein level of phosphorylated p38 was increased in the gastrocnemius muscle of the Rpt3^−/−^ mice (Fig. 7A).

The autophagy pathway is another important mechanism that is responsible for protein degradation and processing within cells. The protein p62 (also known as SQSTM1) has a role in the aggregation of intracellular ubiquitin-related protein (Komatsu et al., 2007). LC3 (also known as MAP1LC3A and MAP1LC3B) is a post-translational modifier that is essential for autophagosome formation. The protein and transcriptional levels of p62 were markedly increased in Rpt3^−/−^ mouse gastrocnemius muscle compared with the same muscle from Rpt3^+/+^ mice (Fig. 6A,B). There was also an increase in LC3II and a marked decrease in the LC3II∶LC3I ratio in Rpt3^−/−^ mice (Fig. 6A). Immunohistochemical analyses detected a marked increase in the amount of p62 and LC3 in the myofibers of Rpt3^−/−^ mutant animals (Fig. 6C,D).

**Fig. 6.**
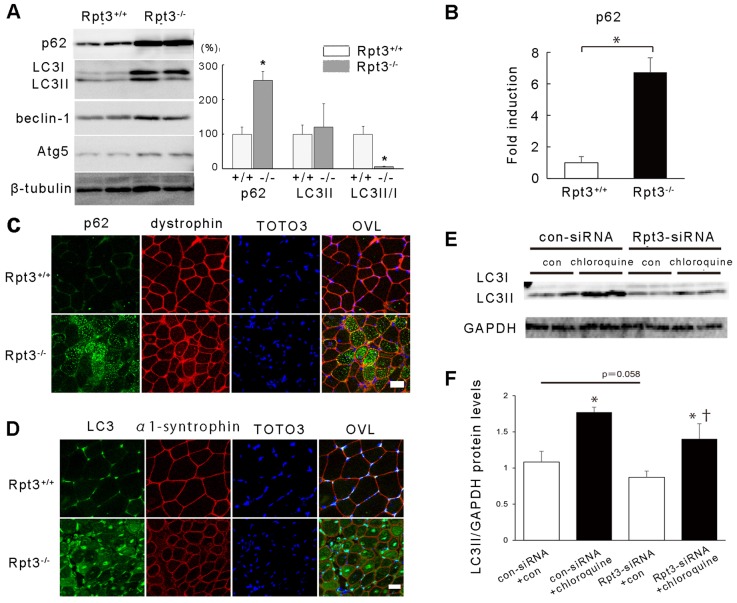
**Autophagy is reduced in the gastrocnemius muscles of Rpt3^−/−^ mice.** (A) Immunoblotting revealed increased levels of p62, LC3, beclin-1 and Atg5 proteins in Rpt3^−/−^ mice at the age of 6 weeks. Quantitative data are also presented (*n* = 3). Note that p62 was increased and the LC3II∶LC3I ratio was decreased in Rpt3^−/−^ mice. (B) Upregulation of p62 mRNA in Rpt3^−/−^ mice at the age of 6 weeks. RNA was extracted from the gastrocnemius muscles, and quantitative PCR analysis was performed in triplicate using specific primers (supplementary material Table S1). Data were normalized to the GAPDH content and expressed as the fold increase over the level of expression in Rpt3^+/+^ mice (*n* = 5). (C) Immunohistochemical examination revealed p62-positive myofibers in Rpt3^−/−^ mice at the age of 6 weeks. Scale bar: 50 µm. (D) Immunohistochemical examination revealed LC3-positive myofibers in Rpt3^−/−^ mice at the age of 6 weeks. TOTO3, nuclei; OVL, overlay. Scale bar: 50 µm. (E) Autophagy flux was investigated using C2C12 cells. Representative immunoblotting showing autophagy flux assay with reduced LC3II levels following Rpt3 knockdown under chloroquine inhibition (*n* = 4/treatment). con, control. (F) The protein level of LC3II was significantly different between vehicle- and chloroquine-treated samples (*P<0.05). The protein level of LC3II was significantly different between samples treated with both Rpt3 siRNA and chloroquine and those treated with control siRNA and chloroquine (^†^*P*<0.05). The protein level of LC3II was not significantly different between samples treated with control siRNA without chloroquine those treated with Rpt3 siRNA without chloroquine (*P* = 0.058). Quantitative data in A,B,F show the mean+s.e.m.; *P<0.05 (Student's *t*-test).

The influence of Rpt3 deficiency on autophagy flux was examined in cultured C2C12 cells. The administration of the lysosome inhibitor chloroquine to C2C12 cells with or without Rpt3 siRNA resulted in an increase in LC3II protein (Fig. 6E,F), but the increase was attenuated in the Rpt3-knockdown C2C12 cells.

The levels of phosphorylated p38, phosphorylated Foxo3a, Foxo3a, p50 (also known as NFKB1) and myostatin were increased in the gastrocnemius muscle of Rpt3^−/−^ mice (Fig. 7A,B). Although the protein level of Foxo3a was significantly higher in Rpt3^−/−^ mice, no difference in the ratio of Foxo3a to its phosphorylated form was detected between Rpt3^−/−^ and Rpt3^+/+^ mice. The protein levels of p70S6K1 and the ratios of phosphorylated S6 (also known as RPS6), 4EBP1 and Akt were similar in gastrocnemius muscles from both Rpt3^+/+^ and Rpt3^−/−^ mice (Fig. 7A,B). Additionally, the total amount of 4EBP1 and phosphorylated 4EBP1 was increased. Therefore, the downregulation of protein synthesis did not likely contribute to muscle atrophy or the degeneration of Rpt3^−/−^ muscle in this study.

**Fig. 7.**
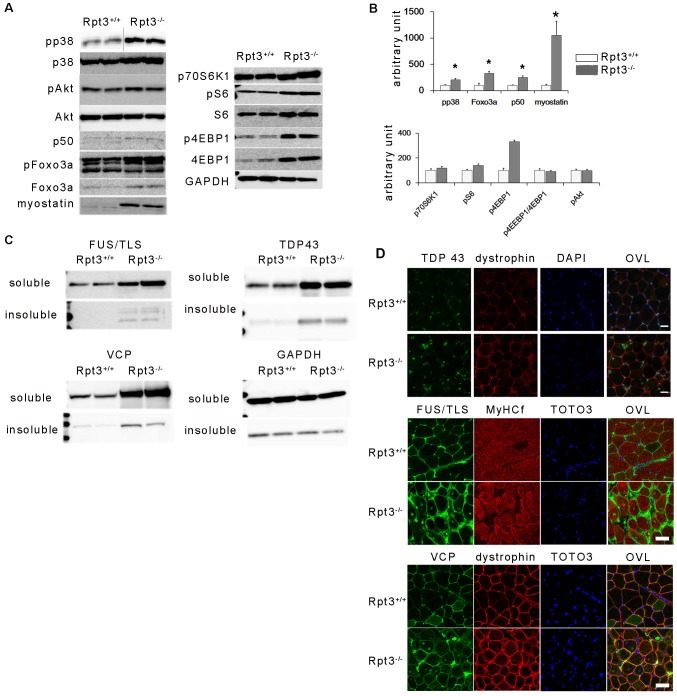
**Catabolic pathways in the gastrocnemius muscles of Rpt3^−/−^ mice.** (A) Immunoblotting analysis for the detection of muscle atrophy-related signaling pathway components. (B) Quantification of the data from A. The amount of phosphorylated p38 (pp38) was also increased in Rpt3^−/−^ mice. No apparent differences were observed in the levels of Akt and phosphorylated (p)Akt. Foxo3a, p50, and myostatin were increased. Phosphorylated (p)Foxo3a, p70S6K1, phosphorylated (p)S6, S6, phosphorylated (p)4EBP1, 4EBP1 and GAPDH were also present. The ratios of phosphorylated S6∶S6 and phosphorylated 4EBP1∶4EBP1 were not altered, whereas the total amount of phosphorylated 4EBP1 was increased. Data show the mean+s.e.m.; *P<0.05 (Student's *t*-test). (C) Proteins related to RNA metabolism accumulated in myofibers. Expression of the FUS/TLS, VCP and TDP-43 proteins was increased in Rpt3^−/−^ mice, especially in the insoluble fractions. (D) Immunohistochemistry of TDP-43, FUS/TLS and VCP revealed that the amount of these markers localizing within myonuclei in Rpt3^−/−^ mice was increased. TOTO3, nuclei; OVL, overlay. Scale bars: 20 µm (upper panel), 50 µm (middle and lower panels).

Several diseases are characterized by abnormal protein aggregates in myofibers. The expression of TDP-43 and fused in sarcoma/translocated in liposarcoma (FUS/TLS) has been observed in muscle biopsy samples from patients with sporadic inclusion body myositis (sIBM) (Weihl and Pestronk, 2010; Yamashita et al., 2013). The amounts of these proteins differed between Rpt3^+/+^ and Rpt3^−/−^ mice, particularly in the insoluble fraction, when evaluated by immunoblotting (Fig. 7C). Immunohistochemical examination revealed enhanced staining of TDP-43, FUS/TLS and VCP in the myonuclei of gastrocnemius muscle from Rpt3^−/−^ mice (Fig. 7D).

## DISCUSSION

In this study, we report that the fast-twitch muscle-specific deletion of a crucial proteasomal gene, *Rpt3*, resulted in profound muscle growth defects and a decrease in force production in mice with the accumulation of abnormal proteins. To the best of our knowledge, our study is the first to examine the role of the proteasomal system in mammalian skeletal muscle using a loss-of-function strategy. Contrary to our hypothesis and previous studies using proteasome inhibitors on dystrophic mice or myostatin-defective mice, in which muscle hypertrophy was demonstrated (McPherron et al., 1999), the specific deletion of the proteasome component Rpt3 led to a significant loss of muscle mass with premature death and significantly reduced physical activity.

To generate a skeletal-muscle-specific Rpt3 conditional knockout, we used Cre under the control of the Mlc1f promoter, with which we could delete Rpt3 only in fast-twitch muscle fibers. We first used α1 skeletal muscle actin promoter (ACTA1)-Cre transgenic mice so that Cre would be expressed without fiber-type specificity; however, this deletion resulted in embryonic lethality. The skeletal muscle creatine kinase (MCK)-Cre transgenic, which is often used to establish muscle-specific loss of function, was also a candidate, but we did not use this line because the MCK-Cre transgenic is known also to induce Cre in cardiac muscle tissue. Therefore, although we failed to demonstrate the histological distribution of Rpt3 in muscle tissue, most likely owing to the non-specific binding of the Rpt3 polyclonal antibody, the expression of Rpt3 in slow-twitch fibers might not have been affected.

In this study, because there was no difference in the size of slow-twitch fibers between Rpt3^+/+^ and Rpt3^−/−^ mice and because the proportion of slow-twitch muscle was increased in the gastrocnemius muscle of Rpt3^−/−^ mice at older age, we assume that there was a selective reduction of fast-twitch fibers in the gastrocnemius muscle. The premature death observed in Rpt3^−/−^ mice might be a consequence of impaired fast-twitch fibers. The movement of Rpt3^−/−^ mice was slow with a significantly reduced step pace. The impaired movement might have limited their access to food, but the precise cause of premature death remains unknown. However, not all fast-twitch fibers were lost because the tibialis anterior muscle, of which >99% is fast-twitch fibers (Augusto et al., 2004), maintained fast-twitch fibers even at 6 weeks of age.

Proteasomal activity was significantly reduced in the whole-muscle preparation at 2 weeks of age as measured both by chymotrypsin-like and trypsin-like activity in the Rpt3^−/−^ mice. The fact that Rpt3 knockdown in C2C12 myoblasts led to a >80% reduction in proteasomal activity suggests that at the single fast-twitch fiber level, proteasomal activity was largely abrogated in Rpt3^−/−^ mice. The reason that the reduction in proteasomal activity in tibialis anterior muscle remained at only ∼20% *in vivo* at the age of 2 weeks might be due to the excision efficiency of the Mlc1f-promoter-driven Cre, which is ∼40–50% (Bothe et al., 2000). Therefore, some myonuclei that were positive for *Rpt3* might have remained. Additionally, non-muscle cells, such as inflammatory cells, might have contributed to the proteasomal activity.

The results obtained in this study markedly contrasted with the results obtained in previous studies using the proteasome inhibitor MG-132, in which the administration of MG-132 significantly improved the dystrophic phenotype (Carmignac et al., 2011). MG-132 also improved the dystrophic phenotype in a model of dystrophin deficiency (Bonuccelli et al., 2003; Winder et al., 2011). The administration of MG-132 might have effects on all tissues and organs. Specifically, MG-132 is known to protect IκB, which inhibits NFκB, from proteasomal degradation in inflammatory cells. Thus, an attenuated inflammatory process might have favored mice with a dystrophin deficiency (Lee and Goldberg, 1998). This was one of our strong motivations to establish a skeletal muscle-specific deletion of the Rpt3 component of the proteasome complex without affecting non-muscle cell types, such as inflammatory cells, in order to achieve a better understand the role of the ubiquitin–proteasome pathway in skeletal muscle cells.

Interestingly, although the proteasomal activity was significantly suppressed in Rpt3^−/−^ fast-twitch dominant skeletal muscles at 2 weeks of age, a marked enhancement, rather than a mere recovery, in trypsin-like and chymotrypsin-like proteasomal activity was observed in the skeletal muscle at 6 weeks of age. Indeed, the transcription of the proteasomal components PSMB5 with chymotrypsin-like activity and PSMB7 with trypsin-like activity, which are proteolytic subunits of the 20S catalytic core, was markedly increased in Rpt3^−/−^ mice at 6 weeks of age. Some possibilities might explain the apparent enhancement in proteolytic activity, and these issues need to be further addressed. First, the involvement of proteolytic activity from a non-proteasomal source, such as lysosomes, is not likely because the proteolytic activity in the muscle homogenate of the tibialis anterior muscle was sensitive to a highly specific proteasome inhibitor. Second, because the tibialis anterior muscle is composed mostly of fast-twitch fibers and there was no fiber-type switching in Rpt3^−/−^ mice, the possibility of the contribution of intact proteasomes from slow-twitch fibers should be almost negligible (supplementary material Fig. S1). One of the more plausible explanations for the increase in proteasomal proteolytic activity at an older age is the upregulation of the proteolysis pathways that counteract the reduced degradation of ubiquitylated proteins. An increased amount of the ubiquitin E3 ligases MuRF1 and atrogin-1 in Rpt3^−/−^ gastrocnemius muscle might also have contributed to the accumulation of ubiquitylated proteins, but this result could also be a part of a counteraction against impaired protein degradation through proteasomes. Although no change was found in the ratio between Foxo3a and its phosphorylated form, the amount of Foxo3, which transcriptionally activates MuRF1 and atrogin-1 expression, was higher in Rpt3^−/−^ compared with Rpt3^+/+^ mice. The apparent myocellular effort of counter-regulation against impaired protein degradation, however, did not seem to be effective in the restoration of effective protein degradation because there was a remarkable accumulation of ubiquitylated proteins in the muscle tissue of Rpt3^−/−^ mice at 6 weeks of age.

One of the aims of this study was to investigate the influence of autophagy activity when proteasomal function was impaired. In Rpt3^−/−^ muscle tissue, the initial steps to transfer ubiquitylated proteins to the autophagy pathway seem to be enhanced. Ubiquitin-binding p62 was markedly increased by more than twofold in Rpt3^−/−^ gastrocnemius muscle, and immunostaining of p62 was detected within Rpt3^−/−^ muscle fibers. Beclin-1 and Atg-5 that are involved in isolation membrane formation were also increased in Rpt3^−/−^ tissue. LC3I, which is involved in the initiation of autophagosome formation, was markedly increased in Rpt3^−/−^ gastrocnemius muscle. To this extent, the autophagy pathway seems to be enhanced. Although the LC3I protein level was markedly increased in Rpt3^−/−^ gastrocnemius muscle homogenate at 6 weeks of age, the conversion to LC3II (LC3II∶LC3I) was significantly reduced. Therefore, the progression of autophagolysosomal formation seems to be impaired. An independent cellular study using cultured C2C12 myotubes revealed that Rpt3 knockdown resulted in the suppression of LC3 turnover, suggesting a contribution of the proteasomal proteolytic process in autophagy progression. Taken together, a cellular effort appears to compensate for impaired proteasomal proteolysis caused by the absence of Rpt3 in the proteasomal complex by delivering ubiquitylated proteins to the autophagy pathway, but autophagy seems to be impaired at autophagosome formation by an unknown but proteasomal-activity-dependent mechanism. The lack of increase in the number of autophagosomes as revealed by electron microscopy might correspond to this observation. Increased myostatin expression might also have contributed to the enhanced expression of autophagy proteins (Lee et al., 2011).

The increase in p62 and the formation of inclusion bodies observed in Rpt3^−/−^ mice was previously reported as a pathophysiological condition induced by a deficiency in autophagy (Komatsu et al., 2007). In addition to muscle atrophy, we also observed a marked increase in proteins associated with myopathies and neurodegenerative diseases, such as VCP, TDP-43 and FUS/TLS, within the muscle fibers of Rpt3^−/−^ mice. Indeed, VCP is a molecular adapter that binds to the ubiquitin of a ubiquitylated protein and autophagosome-specific proteins (Tresse et al., 2010). The concomitant increase in VCP and p62 seems to be reasonable. These proteins might be cooperating in transferring accumulated ubiquitylated proteins to the selective autophagy pathway. The accumulation of TDP-43 within the nuclei of Rpt3^−/−^ myofibers is another interesting finding. TDP-43 is an RNA-binding protein suggested to be required for the maintenance of the autophagy pathway by stabilizing *Atg7* mRNA (Bose et al., 2011). A marked increase in TDP-43 might further support the compensatory activation of the selective autophagy pathway due to impaired proteasomal activity. The FUS/TLS protein also has RNA binding capability, has a transcriptional activation property (Fiesel and Kahle, 2011) and is enhanced in Rpt3^−/−^ muscle myonuclei; however, the distinct role of this protein in the Rpt3^−/−^ pathology is unknown. TDP-43, FUS/TLS and p62 are integral components of sIBM inclusions, with p62 immunoreactivity being particularly specific and strong, and these proteins can be used as disease markers for sIBM (Nogalska et al., 2009; Salajegheh et al., 2009). Our finding in this study suggests that the pathological mechanism might be similar to that of sIBM, although electron microscopic analysis of Rpt3^−/−^ mice did not reveal myelin-like structures similar to those observed in patients with sIBM. Proteasomal activity in the muscles of patients with sIBM is reported as either activated or suppressed (Ferrer et al., 2005; Fratta et al., 2005); thus, multiple pathological mechanisms might be involved. Our findings might partly explain the pathology of sIBM with suppressed proteasomal activity.

Impaired autophagy is known to induce skeletal myofiber degeneration and muscle weakness (Masiero et al., 2009; Raben et al., 2008). Using the same Mlcf-Cre promoter, Masiero et al. generated fast-twitch muscle-specific *Atg7*-knockout mice to disrupt the autophagy pathway in skeletal muscle (Masiero et al., 2009). We found similar myopathic changes in the Rtp3^−/−^ mice as in the Atg7^−/−^ mice, but the extent of muscle wasting or failure in muscle development was apparently more severe in the Rpt3^−/−^ mice. The body weight of Atg7^−/−^ mice was reported to be slightly lower than that of the control mice, whereas Rpt3^−/−^ mice exhibited a marked impairment in body weight growth mainly due to impaired muscle growth. We found not only weakness in muscle strength but also a serious gait disturbance due to muscle weakness. Premature death was observed in Rpt3^−/−^ mice but not in Atg7^−/−^ mice. Considering that the same fast-twitch muscle cells were affected in these conditional knockout mice, we conclude that the proteasomal pathway has a greater impact on maintaining the homeostasis of skeletal muscle tissue.

Referring to the fundamental role of autophagy, the autophagy process is promoted when cells are cultured under starved conditions without amino acids in the culture medium (Kuma and Mizushima, 2010). Our study suggests that both the ubiquitin proteasome and autophagy systems are required to maintain myocellular homeostasis and integrity. The protein and organelle degradation by both autophagy and ubiquitin proteasome systems might provide resources, such as oligopeptides and amino acids, for maintaining cellular integrity in skeletal muscle tissue (Bonaldo and Sandri, 2013). Therefore, the Rpt3 deficiency might have resulted in a far more serious condition that deprives the cells of two major paths of pooling resources for cellular maintenance. We hypothesize that the skeletal muscle Rpt3 deficiency might have led to blocking the cellular ‘recycling system’ that is essential to the maintenance of skeletal muscle fibers, and this question needs to be further examined. In *Drosophila*, the progressive accumulation of protein aggregates is a characteristic of aging in skeletal muscle (Demontis and Perrimon, 2010). Using the conditional expression of a mutant proteasome β subunit in *Drosophila*, Haas et al. reported that the ubiquitin proteasome system is required for the acute maintenance of muscle and neuromuscular junction architecture (Haas et al., 2007). Taken together, these results suggest that basal, appropriately balanced proteasomal activity has a beneficial role in the control of muscle mass during muscle growth.

## MATERIALS AND METHODS

### Generation of muscle-specific Rpt3-knockout mice

Mice bearing a floxed Rpt3 allele (Tashiro et al., 2012) (Rpt3 f/f) were crossed with transgenic mice expressing Cre under the control of either a myosin light chain 1 fast promoter (MLC1f-Cre) (Bothe et al., 2000) or an α1 skeletal muscle actin promoter (ACTA1-Cre) (Miniou et al., 1999). Genomic DNA isolated from mice bearing the Cre allele or Rpt3-lox was subjected to standard PCR analysis. The animals were provided access to food and drinking water *ad libitum* and were euthanized by cervical dislocation under anesthesia. The tibialis anterior and gastrocnemius muscles were subsequently excised for analysis. All of the experimental protocols and procedures were approved by the Animal Committee of the Tohoku University School of Medicine Ethics Committee (animal 2011-234).

### Mouse tissue preparation

Body and wet muscle weights were determined. Tibialis anterior and gastrocnemius muscles were collected individually using standard dissection methods and cleared of excess fat, connective tissue and tendons, and subjected to further preparation and analyses. The origins of muscle samples either from tibialis anterior or gastrocnemius muscle is described in each figure legend. Some portions of the muscles were frozen in isopentane cooled with liquid nitrogen for histological and immunohistochemical analysis, and the other muscle portions were frozen directly in liquid nitrogen and stored at −80°C for RNA isolation or protein extraction.

### Antibodies

Antibodies against the following proteins were obtained from Cell Signaling Technology: Akt, phosphorylated Akt (Ser473), phosphorylated p38, p38, ubiquitin, protein polyubiquitylated at the Lys48 residue (Ub-K48), Atg5, beclin-1, Hsp90, p70S6K1, phosphorylated S6 (Ser240/244), S6, phosphorylated 4EBP1 and 4EBP1. Antibodies against Rpt2, Rpt3, Rpt5, PA28α and 20S were purchased from Enzo. MuRF1 and atrogin-1 antibodies were purchased from ECM Biosciences. Calsequestrin antibodies were purchased from Abcam. Antibodies against fast, slow, developmental and neonatal myosin heavy chain and antibodies against dystrobrevin, dystrophin, α-dystroglycan, α-sarcoglycan and caveolin-3 were obtained from Novocastra. Serca and laminin antibodies were obtained from Sigma. We also used antibodies against GAPDH (Santa Cruz Biotechnology), LC3 (Novus Biological and nanoTools Antikörpertechnik), p62 (PROGEN Biotechnik), TDP-43 (Proteintech), FHL1 (Abcam), VCP (BD Biosciences), FUS/TLS (Bethyl Laboratories), α1-syntrophin (Thermo Fisher Scientific) and neuronal nitric oxide synthase (Invitrogen).

### Proteasome activity

Proteasome activity was assessed using Proteasome-Glo^TM^ Assay kit (Promega) following the manufacturer's instruction. The trypsin-like and chymotrypsin-like activity assays were conducted using skeletal muscle homogenates in a total volume of 100 µl in opaque 96-well plates. For the assays, 120 µg of protein was added to assay buffer containing 20 mM Tris-HCl (pH 7.2), 0.1 mM EDTA, 5 mM ATP, 1 mM β-mercaptoethanol, 20% glycerol and 0.04% Nonidet P40. The individual proteasome reagents were added separately, and 30 min later, the luminescence was recorded as relative light units on a Varioskan luminometer (Thermo Scientific). Each sample was measured in triplicate.

In addition, to evaluate proteasome activity more precisely, dual measurements with or without the addition of 30 µM of the irreversible and highly specific proteasomal inhibitor adamantine-acetyl-(6-aminohexanoyl)_3_-(leucinyl)_3_-vinyl-(methyl)-sulfone (AdaAhx_3_L_3_VS, Calbiochem, catalog number 114802) were carried out (Kessler et al., 2001).

### Creatine kinase measurement

Blood (200 µl) was collected in Eppendorf tubes using cardiac puncture under deep anesthesia, and it was allowed to clot at room temperature prior to centrifugation and serum collection. Creatine kinase was measured using a standard spectrophotometric method according to the manufacturer's instructions. The data are expressed as units per liter.

### Functional tests

Forearm grip strength was assessed in 8-week-old mice using a grip strength meter (GPM-100, MelQuest) according to the manufacturer's instructions. An investigator blinded to the treatment conditions recorded three successful forelimb strength measurements (*n* = 5) in the morning. The average grip strength measurement obtained each day was used for subsequent analysis. Motor endurance was measured using a round cage (RS-204-5, Kori-Seiki). The number of rotations per day was recorded, and the average number of rotations was calculated on three consecutive days (*n* = 5).

### Step pace analysis

After conditioning runs, the plantar surface of the hind paws was impregnated with black printing paint and each mouse walked with office copier paper on the base. Four prints of each foot were recorded on the length of the paper used. The distance of the print length was measured as step pace (mm). The walking track test was performed at 6 weeks of age.

### Microarray analysis and real-time PCR

Total RNA was isolated using an RNeasy kit (Qiagen). The RNA was subjected to microarray analysis using a Codelink mouse whole-genome bioarray according to the manufacturer's instructions. We performed KEGG pathway analysis using the list of genes that were differentially expressed over 1.5 times from Rpt3^+/+^ mice (supplementary material Table S3).

For real-time PCR, first-strand cDNA synthesis was performed using oligo-dT primers. The expression levels of selected genes were analyzed using the Bio-Rad CFX96 system according to the manufacturer's instructions and quantitative PCR analysis was performed in triplicate using specific primers (supplementary material Table S1).

### Immunohistochemistry

Cryosections of muscle tissue (10-µm thickness) were cut from the middle portion of the muscle belly to obtain the largest myofiber diameter, placed on poly-L-lysine-coated slides, air-dried, post-fixed in acetone at −20°C and pre-incubated in phosphate-buffered saline (PBS) containing 5% goat serum and 1% bovine serum albumin (BSA) for 30 min at room temperature. The primary antibodies were applied overnight at 4°C. Following incubation with the appropriate secondary antibodies, the mounted sections were observed using an Olympus confocal microscope.

### Electron microscopy

The skeletal muscles were fixed using 4% paraformaldehyde and 2% glutaraldehyde for conventional electron microscopy. The samples were post-fixed with 1% OsO_4_, embedded in Epon epoxy resin and sectioned.

### Immunoblotting analysis

The total skeletal muscle protein was extracted from the tibialis anterior muscles and gastrocnemius muscles for immunoblotting analysis. We described in the figure legends which muscles we used. We used the Bradford method to determine the total protein concentration. The protein fractions were then extracted with a reducing sample buffer containing 2.3% SDS, 70 mM Tris-HCl, 5% β-mercaptoethanol, and Complete Protease Inhibitor Cocktail (Roche). Proteins (30 µg per lane) were separated on a 10–20% gradient SDS-polyacrylamide gel and subsequently transferred to a polyvinylidene difluoride membrane (Millipore) at 240 mA for 1 h. The membrane was then incubated with primary antibody. Specific signals were detected using the enhanced chemiluminescence method (GE Healthcare), as described previously (Suzuki et al., 2007). Densitometry was performed using ImageJ software (National Institutes of Health). For the fractionation of soluble and insoluble proteins, a 6 M urea solution was used.

### C2C12 experiments

Mouse C2C12 myoblasts were cultured under standard conditions (37°C under a humidified atmosphere containing 5% CO_2_) in high-glucose DMEM supplemented with 10% fetal bovine serum and 100 µg/ml penicillin-streptomycin solution. The cells were transfected with 30 nM siRNA using Lipofectamine RNAiMAX (Invitrogen). To examine the proteasomal activity, C2C12 cells were harvested in the aforementioned assay buffer using a cell scraper at 24, 48 and 72 h after the transfection. After centrifugation (13,000 ***g*** for 15 min at 4°C), 100 µg of the cleared protein sample was incubated in the presence of 40 µM of fluorogenic substrate in reaction buffer. Autophagy flux was evaluated using the administration of 50 µM chloroquine (Sigma-Aldrich) as described previously (Mizushima et al., 2010).

### Statistical analysis

Significant differences were determined using either Student's unpaired *t*-test or the Mann–Whitney *U*-test. All data are expressed as the mean±s.e.m. Statistical significance was defined as *P*<0.05.

### Supplemental data

The microarray data have been deposited into the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE34896. KEGG pathway analysis was performed using the list of genes differentially expressed over 1.5 times from Rpt3^+/+^ mice (supplementary material Table S3).

## Supplementary Material

Supplementary Material

## References

[b1] AugustoV.PadovaniC. R.CamposG. E. R. (2004). Skeletal muscle fiber types in C57BL6J mice. Braz. J. Morphol. Sci. 21, 89–94.

[b2] BedfordL.HayD.DevoyA.PaineS.PoweD. G.SethR.GrayT.TophamI.FoneK.RezvaniN. (2008). Depletion of 26S proteasomes in mouse brain neurons causes neurodegeneration and Lewy-like inclusions resembling human pale bodies. J. Neurosci. 28, 8189–8198 10.1523/JNEUROSCI.2218-08.200818701681PMC6670564

[b3] BonaldoP.SandriM. (2013). Cellular and molecular mechanisms of muscle atrophy. Dis. Model. Mech. 6, 25–39 10.1242/dmm.01038923268536PMC3529336

[b4] BonuccelliG.SotgiaF.SchubertW.ParkD. S.FrankP. G.WoodmanS. E.InsabatoL.CammerM.MinettiC.LisantiM. P. (2003). Proteasome inhibitor (MG-132) treatment of mdx mice rescues the expression and membrane localization of dystrophin and dystrophin-associated proteins. Am. J. Pathol. 163, 1663–1675 10.1016/S0002-9440(10)63523-714507673PMC1868305

[b5] BoseJ. K.HuangC. C.ShenC. K. (2011). Regulation of autophagy by neuropathological protein TDP-43. J. Biol. Chem. 286, 44441–44448 10.1074/jbc.M111.23711522052911PMC3247982

[b6] BotheG. W.HaspelJ. A.SmithC. L.WienerH. H.BurdenS. J. (2000). Selective expression of Cre recombinase in skeletal muscle fibers. Genesis 26, 165–166 10.1002/(SICI)1526-968X(200002)26:2<165::AID-GENE22>3.0.CO;2-F10686620

[b7] BraunT.GautelM. (2011). Transcriptional mechanisms regulating skeletal muscle differentiation, growth and homeostasis. Nat. Rev. Mol. Cell Biol. 12, 349–361 10.1038/nrm311821602905

[b8] CaiD.FrantzJ. D.TawaN. E.JrMelendezP. A.OhB. C.LidovH. G.HasselgrenP. O.FronteraW. R.LeeJ.GlassD. J. (2004). IKKbeta/NF-kappaB activation causes severe muscle wasting in mice. Cell 119, 285–298 10.1016/j.cell.2004.09.02715479644

[b9] CarmignacV.QuéréR.DurbeejM. (2011). Proteasome inhibition improves the muscle of laminin α2 chain-deficient mice. Hum. Mol. Genet. 20, 541–552 10.1093/hmg/ddq49921084425

[b10] DemontisF.PerrimonN. (2010). FOXO/4E-BP signaling in Drosophila muscles regulates organism-wide proteostasis during aging. Cell 143, 813–825 10.1016/j.cell.2010.10.00721111239PMC3066043

[b11] DingW. X.NiH. M.GaoW.YoshimoriT.StolzD. B.RonD.YinX. M. (2007). Linking of autophagy to ubiquitin-proteasome system is important for the regulation of endoplasmic reticulum stress and cell viability. Am. J. Pathol. 171, 513–524 10.2353/ajpath.2007.07018817620365PMC1934546

[b12] FerrerI.CarmonaM.BlancoR.MorenoD.Torrejón-EscribanoB.OlivéM. (2005). Involvement of clusterin and the aggresome in abnormal protein deposits in myofibrillar myopathies and inclusion body myositis. Brain Pathol. 15, 101–108 10.1111/j.1750-3639.2005.tb00504.x15912881PMC8095801

[b13] FieselF. C.KahleP. J. (2011). TDP-43 and FUS/TLS: cellular functions and implications for neurodegeneration. FEBS J. 278, 3550–3568 10.1111/j.1742-4658.2011.08258.x21777389

[b14] FrattaP.EngelW. K.McFerrinJ.DaviesK. J.LinS. W.AskanasV. (2005). Proteasome inhibition and aggresome formation in sporadic inclusion-body myositis and in amyloid-beta precursor protein-overexpressing cultured human muscle fibers. Am. J. Pathol. 167, 517–526 10.1016/S0002-9440(10)62994-X16049336PMC1603556

[b15] GlassD. J. (2010). Signaling pathways perturbing muscle mass. Curr. Opin. Clin. Nutr. Metab. Care 13, 225–229 10.1097/MCO.0b013e32833862df20397318

[b16] GrumatiP.ColettoL.SabatelliP.CesconM.AngelinA.BertaggiaE.BlaauwB.UrciuoloA.TiepoloT.MerliniL. (2010). Autophagy is defective in collagen VI muscular dystrophies, and its reactivation rescues myofiber degeneration. Nat. Med. 16, 1313–1320 10.1038/nm.224721037586

[b17] HaasK. F.WoodruffE.3rdBroadieK. (2007). Proteasome function is required to maintain muscle cellular architecture. Biol. Cell 99, 615–626 10.1042/BC2007001917523916PMC2712885

[b18] JagoeR. T.GoldbergA. L. (2001). What do we really know about the ubiquitin-proteasome pathway in muscle atrophy? Curr. Opin. Clin. Nutr. Metab. Care 4, 183–190 10.1097/00075197-200105000-0000311517350

[b19] KanekoT.HamazakiJ.IemuraS.SasakiK.FuruyamaK.NatsumeT.TanakaK.MurataS. (2009). Assembly pathway of the Mammalian proteasome base subcomplex is mediated by multiple specific chaperones. Cell 137, 914–925 10.1016/j.cell.2009.05.00819490896

[b20] KesslerB. M.TortorellaD.AltunM.KisselevA. F.FiebigerE.HekkingB. G.PloeghH. L.OverkleeftH. S. (2001). Extended peptide-based inhibitors efficiently target the proteasome and reveal overlapping specificities of the catalytic beta-subunits. Chem. Biol. 8, 913–929 10.1016/S1074-5521(01)00069-211564559

[b21] KomatsuM.WaguriS.KoikeM.SouY. S.UenoT.HaraT.MizushimaN.IwataJ.EzakiJ.MurataS. (2007). Homeostatic levels of p62 control cytoplasmic inclusion body formation in autophagy-deficient mice. Cell 131, 1149–1163 10.1016/j.cell.2007.10.03518083104

[b22] KumaA.MizushimaN. (2010). Physiological role of autophagy as an intracellular recycling system: with an emphasis on nutrient metabolism. Semin. Cell Dev. Biol. 21, 683–690 10.1016/j.semcdb.2010.03.00220223289

[b23] LeckerS. H.JagoeR. T.GilbertA.GomesM.BaracosV.BaileyJ.PriceS. R.MitchW. E.GoldbergA. L. (2004). Multiple types of skeletal muscle atrophy involve a common program of changes in gene expression. FASEB J. 18, 39–51 10.1096/fj.03-0610com14718385

[b24] LeeD. H.GoldbergA. L. (1998). Proteasome inhibitors: valuable new tools for cell biologists. Trends Cell Biol. 8, 397–403 10.1016/S0962-8924(98)01346-49789328

[b25] LeeJ. Y.HopkinsonN. S.KempP. R. (2011). Myostatin induces autophagy in skeletal muscle in vitro. Biochem. Biophys. Res. Commun. 415, 632–636 10.1016/j.bbrc.2011.10.12422079631

[b26] LiH.ChenQ.LiuF.ZhangX.LiW.LiuS.ZhaoY.GongY.YanC. (2013). Unfolded protein response and activated degradative pathways regulation in GNE myopathy. PLoS ONE 8, e58116 10.1371/journal.pone.005811623472144PMC3589370

[b27] LyonsG. E.OntellM.CoxR.SassoonD.BuckinghamM. (1990). The expression of myosin genes in developing skeletal muscle in the mouse embryo. J. Cell Biol. 111, 1465–1476 10.1083/jcb.111.4.14652211821PMC2116224

[b28] MarxF. P.SoehnA. S.BergD.MelleC.SchieslingC.LangM.KautzmannS.StraussK. M.FranckT.EngelenderS. (2007). The proteasomal subunit S6 ATPase is a novel synphilin-1 interacting protein—implications for Parkinson's disease. FASEB J. 21, 1759–1767 10.1096/fj.06-6734com17327361

[b29] MasieroE.AgateaL.MammucariC.BlaauwB.LoroE.KomatsuM.MetzgerD.ReggianiC.SchiaffinoS.SandriM. (2009). Autophagy is required to maintain muscle mass. Cell Metab. 10, 507–515 10.1016/j.cmet.2009.10.00819945408

[b30] McPherronA. C.LawlerA. M.LeeS. J. (1999). Regulation of anterior/posterior patterning of the axial skeleton by growth/differentiation factor 11. Nat. Genet. 22, 260–264 10.1038/1032010391213

[b31] MiniouP.TizianoD.FrugierT.RoblotN.Le MeurM.MelkiJ. (1999). Gene targeting restricted to mouse striated muscle lineage. Nucleic Acids Res. 27, e27–e30 10.1093/nar/27.19.e2710481039PMC148637

[b32] MizushimaN.YoshimoriT.LevineB. (2010). Methods in mammalian autophagy research. Cell 140, 313–326 10.1016/j.cell.2010.01.02820144757PMC2852113

[b33] MourkiotiF.SlonimskyE.HuthM.BernoV.RosenthalN. (2008). Analysis of CRE-mediated recombination driven by myosin light chain 1/3 regulatory elements in embryonic and adult skeletal muscle: a tool to study fiber specification. Genesis 46, 424–430 10.1002/dvg.2041918693277

[b34] NishinoI.FuJ.TanjiK.YamadaT.ShimojoS.KooriT.MoraM.RiggsJ. E.OhS. J.KogaY. (2000). Primary LAMP-2 deficiency causes X-linked vacuolar cardiomyopathy and myopathy (Danon disease). Nature 406, 906–910 10.1038/3502260410972294

[b35] NogalskaA.TerraccianoC.D'AgostinoC.King EngelW.AskanasV. (2009). p62/SQSTM1 is overexpressed and prominently accumulated in inclusions of sporadic inclusion-body myositis muscle fibers, and can help differentiating it from polymyositis and dermatomyositis. Acta Neuropathol. 118, 407–413 10.1007/s00401-009-0564-619557423

[b36] RabenN.HillV.SheaL.TakikitaS.BaumR.MizushimaN.RalstonE.PlotzP. (2008). Suppression of autophagy in skeletal muscle uncovers the accumulation of ubiquitinated proteins and their potential role in muscle damage in Pompe disease. Hum. Mol. Genet. 17, 3897–3908 10.1093/hmg/ddn29218782848PMC2638578

[b37] RamachandranN.MunteanuI.WangP.RuggieriA.RilstoneJ. J.IsraelianN.NaranianT.ParoutisP.GuoR.RenZ. P. (2013). VMA21 deficiency prevents vacuolar ATPase assembly and causes autophagic vacuolar myopathy. Acta Neuropathol. 125, 439–457 10.1007/s00401-012-1073-623315026

[b38] SakaoY.KawaiT.TakeuchiO.CopelandN. G.GilbertD. J.JenkinsN. A.TakedaK.AkiraS. (2000). Mouse proteasomal ATPases Psmc3 and Psmc4: genomic organization and gene targeting. Genomics 67, 1–7 10.1006/geno.2000.623110945464

[b39] SalajeghehM.PinkusJ. L.TaylorJ. P.AmatoA. A.NazarenoR.BalohR. H.GreenbergS. A. (2009). Sarcoplasmic redistribution of nuclear TDP-43 in inclusion body myositis. Muscle Nerve 40, 19–31 10.1002/mus.2138619533646PMC2700211

[b40] SalminenA.KaarnirantaK. (2009). Regulation of the aging process by autophagy. Trends Mol. Med. 15, 217–224 10.1016/j.molmed.2009.03.00419380253

[b41] SandriM.SandriC.GilbertA.SkurkC.CalabriaE.PicardA.WalshK.SchiaffinoS.LeckerS. H.GoldbergA. L. (2004). Foxo transcription factors induce the atrophy-related ubiquitin ligase atrogin-1 and cause skeletal muscle atrophy. Cell 117, 399–412 10.1016/S0092-8674(04)00400-315109499PMC3619734

[b42] StittT. N.DrujanD.ClarkeB. A.PanaroF.TimofeyvaY.KlineW. O.GonzalezM.YancopoulosG. D.GlassD. J. (2004). The IGF-1/PI3K/Akt pathway prevents expression of muscle atrophy-induced ubiquitin ligases by inhibiting FOXO transcription factors. Mol. Cell 14, 395–403 10.1016/S1097-2765(04)00211-415125842

[b43] SuzukiN.MotohashiN.UezumiA.FukadaS.YoshimuraT.ItoyamaY.AokiM.Miyagoe-SuzukiY.TakedaS. (2007). NO production results in suspension-induced muscle atrophy through dislocation of neuronal NOS. J. Clin. Invest. 117, 2468–2476 10.1172/JCI3065417786240PMC1952622

[b44] TashiroY.UrushitaniM.InoueH.KoikeM.UchiyamaY.KomatsuM.TanakaK.YamazakiM.AbeM.MisawaH. (2012). Motor neuron-specific disruption of proteasomes, but not autophagy, replicates amyotrophic lateral sclerosis. J. Biol. Chem. 287, 42984–42994 10.1074/jbc.M112.41760023095749PMC3522293

[b45] ToddeV.VeenhuisM.van der KleiI. J. (2009). Autophagy: principles and significance in health and disease. Biochim. Biophys. Acta 1792, 3–13 10.1016/j.bbadis.2008.10.01619022377

[b46] TresseE.SalomonsF. A.VesaJ.BottL. C.KimonisV.YaoT. P.DantumaN. P.TaylorJ. P. (2010). VCP/p97 is essential for maturation of ubiquitin-containing autophagosomes and this function is impaired by mutations that cause IBMPFD. Autophagy 6, 217–227 10.4161/auto.6.2.1101420104022PMC2929010

[b47] van EerselJ.KeY. D.GladbachA.BiM.GötzJ.KrilJ. J.IttnerL. M. (2011). Cytoplasmic accumulation and aggregation of TDP-43 upon proteasome inhibition in cultured neurons. PLoS ONE 6, e22850 10.1371/journal.pone.002285021829535PMC3146516

[b48] VellasB.PahorM.ManiniT.RooksD.GuralnikJ. M.MorleyJ.StudenskiS.EvansW.AsbrandC.FarielloR. (2013). Designing pharmaceutical trials for sarcopenia in frail older adults: EU/US Task Force recommendations. J. Nutr. Health Aging 17, 612–618 10.1007/s12603-013-0362-723933872PMC4077187

[b49] WattsG. D.WymerJ.KovachM. J.MehtaS. G.MummS.DarvishD.PestronkA.WhyteM. P.KimonisV. E. (2004). Inclusion body myopathy associated with Paget disease of bone and frontotemporal dementia is caused by mutant valosin-containing protein. Nat. Genet. 36, 377–381 10.1038/ng133215034582

[b50] WeihlC. C.PestronkA. (2010). Sporadic inclusion body myositis: possible pathogenesis inferred from biomarkers. Curr. Opin. Neurol. 23, 482–488 10.1097/WCO.0b013e32833d389720664349PMC3606555

[b51] WinderS. J.LipscombL.Angela ParkinC.JuusolaM. (2011). The proteasomal inhibitor MG132 prevents muscular dystrophy in zebrafish. PLoS Curr. 3, RRN1286 10.1371/currents.RRN128622130468PMC3219425

[b52] YamashitaS.KimuraE.TawaraN.SakaguchiH.NakamaT.MaedaY.HiranoT.UchinoM.AndoY. (2013). Optineurin is potentially associated with TDP-43 and involved in the pathogenesis of inclusion body myositis. Neuropathol. Appl. Neurobiol. 39, 406–416.2286070010.1111/j.1365-2990.2012.01297.x

[b53] ZhaoJ.BraultJ. J.SchildA.CaoP.SandriM.SchiaffinoS.LeckerS. H.GoldbergA. L. (2007). FoxO3 coordinately activates protein degradation by the autophagic/lysosomal and proteasomal pathways in atrophying muscle cells. Cell Metab. 6, 472–483 10.1016/j.cmet.2007.11.00418054316

# Supplementary material for: Proteasome dysfunction induces muscle growth defects and protein aggregation
**Source:** J Cell Sci. 2014 Dec 15;127(24):5204–17. doi: 10.1242/jcs.150961
**Supplement:** Supplementary Material

Proteasome dysfunction induces muscle growth defects and protein aggregation — Supplementary Material 

# Proteasome dysfunction induces muscle growth defects and protein aggregation

## JCS150961 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

How the deposited data were processed for this re-analysis (not part of the article)

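Muscle RNA from 3 Rpt3−/− mice and 3 Rpt3+/+ mice at 6 weeks of age was measured on CodeLink mouse whole-genome bioarrays, 1 array per mouse and slide. The paper names the gastrocnemius and the sample labels the tibialis anterior. The labels give both groups the strain with Mlc1f-Cre and floxed Rpt3, and the paper gives the controls as Mlc1f-Cre/Rpt3+/+. The groups were taken from the names null and control, and the controls are called Rpt3+/+ after the paper. The deposited scanner reports hold, for each spot, an intensity, the intensity of the local background and a quality flag, as written by the authors' CodeLink Expression Analysis 5.0.0.31312, with no normalization between arrays. The authors also deposited a value table of intensities on a linear scale. Set against the scanner reports, each of its columns followed its own array (correlations between 0.99755 and 0.99985, against at most 0.943 with another array), all columns had a median of 89.0, a share of at least 0.9964 of the sorted values equalled those of the first column within a tolerance of 0.01, and masked values and values not above 0 stood at 0.001. It therefore holds quantile-normalized, background-subtracted intensities, although the paper's text does not name the step. The methods refer to the manufacturer's instructions, and the statistics section names, for the paper as a whole, either Student's unpaired test or the Mann–Whitney test. The former is called the methods' test here. The latter was not run, since with 3 arrays against 3 it cannot reach its threshold.
Probes were named from the platform annotation. Of 34967 transcript probes, 21615 had 1 gene symbol, 681 had several and were left unnamed, and 12671 were not listed there, of which 536 were named through their RefSeq accession in the GRCm38.p6 gene table. No coordinates were used. Genes whose probes have no name here, among them Trim63, Myh2 and Cd68, have no value. The 1260 control spots were left out after background correction.
With limma 3.58.1 in R 4.3.3 the background was corrected by normexp with an offset of 50, the arrays were quantile normalized and log2 intensities were fitted with lmFit and eBayes. A gene was tested where a probe was above background on at least 3 arrays, which left 14731 genes, 50 of them with a missing spot on at least 1 array. For a gene with several probes the brightest was taken, and of 1957 tested genes with more than 1 such probe 8 had probes called in opposite directions. Genes with an adjusted p under 0.05 were called. For 188 genes 1 group was not well above background on any array, and the fold is then a bound, the brighter group's mean against the higher, on each array, of the lowest signal above background and the gene's own. Gene lists were written by hand before the data were examined, after common pathway names, and are not the KEGG lists. They were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, by fry and by Fisher's exact test against all tested genes. Named genes were every gene of Fig. 5E or of the paper's text, the 10 largest rises and 10 largest falls among called genes whose groups did not overlap, and in each list up to 4 called members with the largest change and the member of lowest adjusted p. The genes of Fig. 5E were read from the figure. Myh7 and Myh4 were named after their values were seen. Some genes that the rule takes are not reported here. Alternatives were other background corrections and normalizations, the authors' value table, other filters, the mean of probes, other variance models, the methods' test, a replicate block and leaving out each array. A block for slide was not possible, since each slide held 1 array.
The steps were tested on simulated intensities for the comparison of Rpt3−/− with Rpt3+/+ arrays over 14731 genes. Of 50 genes raised by 1 on the log2 scale 46 were recovered, and of 50 lowered by as much 37. Of 50 genes raised 1.5-fold 15 were recovered and of 50 lowered by as much 18, and 2 unchanged genes were called. The median estimate of genes raised by 1 was 0.78. Python 3.11.15 was used to read the files. The number of arrays and the signal over background limit the precision, since the share of probes above background ranged from 57.0% to 74.5%.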

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

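The tests of macrophage against endothelial markers and of lysosome genes outside the macrophage list were chosen after the results were seen. Several gene lists that the paper's statements on the proteasome, lysosome and MAPK do not cover had most of their measured members called in one direction. Macrophage markers were higher for 21 of 33 genes, ribosomal proteins for 38 of 56, slow-fiber genes for 11 of 18, regeneration genes for 15 of 29 and denervation genes for 12 of 22, and fast-fiber genes were lower for 11 of 21 and glycolysis genes for 11 of 18. Each of these lists passed camera with the preset correlation and had adjusted p = 0.180 with an estimated correlation. With Actb centring the median of the denervation list was -0.11 and that of the regeneration list -0.070, each above that of all genes, and camera still called both higher. Sln stands in both the slow-fiber and the denervation list.
The rise of macrophage markers could come from a lower share of muscle-fiber RNA, which would raise every other cell type alike. Against this, the macrophage list rose over the endothelial list by 1.10 on the log2 scale (standard error 0.155), where 0 of 18 endothelial genes were higher and 1 lower by limma, 1 and 3 at an unadjusted p under 0.05 and 1 and 1 by the methods' unadjusted test. Without the dim second Rpt3+/+ array the median of the macrophage list was 0.9985, which argues against that array as the source. Of the 33 genes 3 stand in another list, and C1qb had a log2 intensity of 10.76 ± 0.38 (SD, n = 3) in Rpt3−/− and 8.84 ± 0.18 (SD, n = 3) in Rpt3+/+ mice. More macrophages in the muscle, or more transcript in each, stay open as hypotheses, and the paper reports infiltrating cells in this tissue.
The rise of lysosome genes may come from RNA of more macrophages. Only 2 of the 94 lysosome genes are in the macrophage or antigen lists, and the median of the other 92 was 0.212, below the 0.978 of the macrophage list. The test therefore removes almost nothing, and macrophage and muscle-fiber lysosomes cannot be told apart in whole-muscle RNA.
The rise of ribosomal protein genes could come from the normalization or from the brightness of their probes. The list's median lay at least 0.665 above that of all genes under the other background corrections, in the authors' value table and with each array centred in place of quantile normalization, where the 3 centrings shift all genes of an array alike and so give 1 value (0.877). The highest median of 1000 random lists of the same size and brightness was 0.164, against 0.65 for the list. This argues against both for the rise over other genes, whereas the list's own median moved to 0.16 with Actb centring, so its size depends on the scaling. A change in the muscle fibers and a change in the cell types present both stay open as hypotheses.
The 6 arrays can be divided into 10 pairs of groups, too few for a share under 0.05. The real groups gave 2837 called genes and the highest other division 0, with 1 of 10 as large. For genes over 1.5-fold these values were 2117 and 656, for lists past the preset camera threshold 25 and 18, and for the size of the median proteasome shift 0.73 and 0.378, each with 1 division of 10 as large. Each other division mixes the groups unevenly and keeps part of their difference, with a median proteasome shift from 0.167 to 0.378. That difference also widens the spread within mixed groups. Neither the 18 lists nor the 0 called genes is therefore a baseline for chance.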

How the results depend on the processing

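The fall of Psmc4 and the rise of the proteasome list past the preset threshold held under each normalization, filter and left-out array. With an estimated correlation no list of the 25 passed, 0 in all, at adjusted p = 0.180 for the proteasome genes (median 0.73) and adjusted p = 0.270 for the lysosome genes (median 0.21). By fry, which tests a list on its own and not against other genes, 24 lists passed. Its adjusted p was 0.00268 for the proteasome genes, 0.00886 for the lysosome genes and 0.367 for the MAPK genes. Signal over background limits dim genes.
Genes over 1.5-fold higher and lower numbered 2222 and 1317 with background-subtracted intensities and 2234 and 1295 in the authors' value table. With median centring 602 genes were lower and 440 over 1.5-fold lower, and 80.9% of calls were higher, against 65.9% in the reported setting. With Actb centring 328 genes were higher and 10331 lower (3.08% of calls higher), 267 and 9450 were over 1.5-fold, 13 proteasome genes were higher and 2 lower, 9 lysosome genes higher and 42 lower, and 4 MAPK genes higher and 99 lower. The median of all genes then was -0.72. This scaling replaced quantile normalization and, against median centring, shifts every gene of an array alike. The signs of the list medians below therefore say nothing of the lists' shift against other genes. Camera called each of these lists higher (adjusted p from 4.43e-20 to 0.0138). Actb itself was higher in the reported setting (0.45), but did not pass without the first Rpt3−/− array, the third Rpt3−/− array or the third Rpt3+/+ array (adjusted p = 0.101, 0.098 and 0.155). The median of the lysosome list moved to -0.46, that of the adipocyte list to -0.53, atrogenes to -0.34, cell cycle to -0.48, denervation to -0.11, ER stress to -0.47, extracellular matrix to -0.15, heat shock to -0.16, immunoproteasome to -0.048, interferon and antigen to -0.14, NRF2 targets to -0.26, proteasome assembly to -0.080, regeneration to -0.070, translation factors to -0.30 and ubiquitin handling to -0.28. Among named genes Sel1l moved to -0.010, Psmb9 to -0.12, Psme1 to -0.13, Akt1 to -0.052, Atg7 to -0.13, Cav3 to -0.53 and Foxo3 to -0.70. The oxidative phosphorylation list reversed to 0.11 with median centring and 0.026 with 75th percentile centring. Its preset camera call was lost in both (adjusted p = 0.7056 and 0.6175), and the cause was not tested.
The number of lower lysosome genes was 1 with background-subtracted intensities and 1 with 75th percentile centring. The methods' t-test gave 1636 lower genes at its threshold without adjustment and 7 lower lysosome genes. After Benjamini-Hochberg adjustment it gave 940 higher and 427 lower genes, 20 of the 25 genes of Fig. 5E, 19 higher proteasome genes, 15 higher and 1 lower lysosome genes, and 14 higher and 9 lower MAPK genes. Counts of other lists fell by over 1.5 times with that adjusted test too. Higher genes then numbered 20 of ribosomal proteins, 7 of extracellular matrix, 12 of macrophages, 6 of interferon and antigen, 6 of denervation, 7 of slow fibers, 5 of ER stress, 4 of heat shock, 3 of autophagy, 2 of adipocytes, 1 of tRNA synthetases, 7 of the 20S core, 7 of the 19S particle, 3 of proteasome assembly, 2 of the immunoproteasome, 2 of the sarcoplasmic reticulum and 1 of the dystrophin complex. Lower genes numbered 7 of fast fibers, 7 of glycolysis, 3 of oxidative phosphorylation, 5 of the sarcoplasmic reticulum, 2 each of heat shock and atrogenes, and 1 each of adipocytes, aggregating proteins, translation factors and ubiquitin handling. None was lower in the autophagy, denervation, lymphocyte and neutrophil, slow-fiber and tRNA synthetase lists, where limma called 3, 2, 3, 1 and 2 and the unadjusted test gave 5, 2, 3, 1 and 2. Over-representation of MAPK genes among those over 1.5-fold higher, 1.49 times expectation, passed at 1.61 times with no filter on dim probes and 1.56 times with the mean of probes. The cause was not tested for these.
Leaving out each array gave 1086 to 2318 higher genes, 389 to 1445 lower genes, 23 to 25 of the genes of Fig. 5E, 23 to 37 higher proteasome genes, 15 to 31 higher and 1 to 6 lower lysosome genes, and 13 to 30 higher and 9 to 27 lower MAPK genes. The lowest counts of called genes came without the third Rpt3+/+ array.
The groups share only replicate numbers. Same-numbered arrays had correlations of their deviations of 0.126, -0.438 and 0.0976, and not every array correlated best with its own number. With the replicate number as a block 1722 genes were higher and 873 lower, 33 proteasome genes were higher, and no call of the proteasome, lysosome or MAPK lists by camera or over-representation changed. Slide could not be fitted as a block, since each slide held 1 array. Of the other values, 55 list tests and 157 named-gene tests lost significance under an alternative, and 3 and 28 gained it. Of the over-representation tests 8 lost significance. With Actb centring these were the ribosomal and glycolysis lists and, with higher and lower genes pooled, the proteasome, lysosome and MAPK lists. At a 2-fold threshold they were the fast-fiber list and the MAPK genes pooled in the same way. In the authors' value table it was the fast-fiber list. The 2 that gained significance were lower MAPK genes without an array. Camera was not run with the trended variance or the t-test.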

Differences from the paper's values

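Values were read by eye from Fig. 5E as log10 ratios, and each is the paper's. For Uchl1 the paper's value is about 1.7 in Fig. 5E, whereas 1.57 was obtained here. For Fbxo2 the paper's is about 0.58 in Fig. 5E, whereas 0.502 was obtained here. For Psmb9 it is about 0.54 in Fig. 5E (here 0.226), for Pomp about 0.46 in Fig. 5E (here 0.411), for Fgf9 about 0.42 in Fig. 5E (here 0.224), for Vcpip1 about 0.38 in Fig. 5E (here 0.262) and for Psma2 about 0.35 in Fig. 5E (here 0.308). Each pair differs by more than the larger replicate SD. Psmb9 and Fgf9 were above background on 1 of the 3 Rpt3+/+ arrays each. Their ratios depend on how a control signal near background is handled, so no difference from the paper is concluded for them. All 25 genes ran in the direction of the figure. Of the alternatives set before the data were examined, the authors' value table gave values within that SD for all of these genes, and background-subtracted intensities with a floor for all but Psma2. Centring on the 75th percentile did so for Pomp and Psma2, leaving out the second Rpt3−/− array or the first Rpt3+/+ array for Pomp, leaving out the second Rpt3+/+ array for Vcpip1 and leaving out the first Rpt3−/− array for Psma2. The other alternatives that gave a value did so for none of them. Over the 25 genes the correlation with the figure, across genes, which are not independent replicates, was 0.963 here and 0.9998 with that table. The rank correlation (Spearman) was lower here, at 0.81. From its match to the authors' value table, the figure appears to plot these same arrays. The shared direction and the correlations are therefore no independent check. The differences above go with the processing, since 0 genes differed in the authors' value table.
The paper states, from a pathway analysis of genes over 1.5-fold, that the MAPK pathway was upregulated. It also reports more phosphorylated p38 protein. Transcript levels do not measure phosphorylation, so the values here speak only to the transcripts. Of 154 MAPK genes 28 were higher and 15 lower here, with a median log2 fold change of 0.02 and a camera adjusted p of 0.757. The hand-written list is not the KEGG list. MAPK genes were over-represented among genes over 1.5-fold in either direction (adjusted p = 0.00614, Fisher's exact test). At a 2-fold threshold they were not (adjusted p = 0.178). With Actb centring they were not either (adjusted p = 1), but the test cannot decide there. That scaling replaced quantile normalization and, against median centring, shifts every gene of an array alike. It put 267 genes over 1.5-fold higher and 9450 lower. With higher and lower genes pooled, the proteasome list did not pass there either. Among higher genes alone it did (adjusted p = 1.26e-07, Fisher's exact test). MAPK genes passed among higher genes with no filter on dim probes (adjusted p = 0.0313). They also did with the mean of a gene's probes (adjusted p = 0.0428).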

Other observations

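Besides the genes described above, genes of slow fibers and of denervated muscle were higher in Rpt3−/− mice. Of 18 slow-fiber genes 11 were higher and 1 was lower, with Csrp3 at a log2 fold change of 1.55, Casq2, the cardiac and slow-fiber calsequestrin, at 1.43 and Tnni1, slow troponin I, at 1.36. Of 21 fast-fiber genes 11 were lower and 1 was higher, with Mylk2 at -0.88 and Myl1 at -0.85. Sln and Casq2 are in the slow-fiber and sarcoplasmic reticulum lists. Camera gave adjusted p = 1.69e-05 for the slow list and 2.63e-05 for the fast list, and adjusted p = 0.180 for both with an estimated correlation. The slow myosin Myh7 had a log2 fold change of 0.37 and the fast myosin Myh4 of -0.26, neither past the test, while another Myh4 probe had -1.79 and passed it (adjusted p = 0.00030 from limma over probes). Of 22 denervation genes 12 were higher and 2 were lower (camera adjusted p = 0.00021, and adjusted p = 0.180 with an estimated correlation). From other assays, the paper reports a greater proportion of slow-twitch fibers in the gastrocnemius of these mice (Fig. 2E), and states that no fiber-type switching occurred where it discusses the tibialis anterior.
Of 23 atrogenes 10 were higher and 4 were lower, led by Tnfrsf12a, the receptor of the cytokine TWEAK, at 2.50 and the metallothionein Mt1 at 2.13 (camera adjusted p = 0.0304, and adjusted p = 0.180 with an estimated correlation). Of 44 autophagy genes 7 were higher and 3 were lower, with Gabarap at 1.00, Sqstm1, which encodes p62, at 0.72, Map1lc3a at 0.72 and Map1lc3b at -0.20, the last not past the test (camera adjusted p = 0.266). Of 25 interferon and antigen presentation genes 12 were higher and none was lower, against 14 and 0 at an unadjusted p under 0.05 from limma and 13 and 0 by the methods' test, or 6 and 0 after adjustment of the latter. H2-Ab1 was at 2.47 and Cd74 at 1.94 (camera adjusted p = 3.08e-06, and adjusted p = 0.214 with an estimated correlation), on the arrays on which 21 of 33 macrophage markers were higher with a median of 0.98. Of 27 cell cycle genes 6 were higher, led by Cdkn1a, which encodes the cell cycle inhibitor p21 and is also in the atrogene and denervation lists, at 1.92. Cdk1, above background on 1 of the 3 Rpt3+/+ arrays, was at 1.33, and the proliferation marker Mki67 at 1.06 (camera adjusted p = 0.000523, and adjusted p = 0.180 with an estimated correlation). Of 37 genes of ER stress 9 were higher and 1 was lower (camera adjusted p = 0.0335, and adjusted p = 0.342 with an estimated correlation). Centred on Actb, the medians of the denervation, atrogene, interferon, cell cycle and ER stress lists were below 0 and above that of all genes, and camera still called each higher.
Of 50 oxidative phosphorylation genes 10 were lower and none was higher, with Ndufs1 at -1.03. The counts were 20 and 1 at an unadjusted p under 0.05 from limma and 16 and 2 by the methods' unadjusted test. Camera gave adjusted p = 0.000298, and adjusted p = 0.180 with an estimated correlation. The median was 0.11 with median centring and 0.026 with 75th percentile centring. The preset camera call was lost in both, at adjusted p = 0.7056 and 0.6175. Of 20 genes of the dystrophin complex 2 were higher and 3 lower, Sgca at -0.66 among them, and of 18 sarcoplasmic reticulum genes 4 were higher and 8 lower, with Jph2 at -1.20 and Jph1 at -1.14. The mean of the sarcoplasmic reticulum list was 0.09 and its median -0.26. Both lists were lower in camera with the preset correlation only (adjusted p = 0.0464 and 0.0463, and adjusted p = 0.279 and 0.180 with an estimated correlation). From antibody assays the paper reports more SERCA1 and calsequestrin protein, the latter without naming the isoform. Casq1 was at -0.98 and Casq2 at 1.43. Atp2a1, which encodes SERCA1, was saturated, so its change cannot be read here. Of 18 genes of aggregating proteins 6 were higher and 2 lower, and Tardbp had a log2 fold change of 0.11 that did not pass the test. Of 17 adipocyte genes 5 were higher and 2 lower, of 16 lymphocyte and neutrophil genes 1 was higher and 3 were lower, and of 13 Schwann cell and 3 erythroid genes none was called by limma, against 1 higher Schwann cell gene and 1 lower erythroid gene at an unadjusted p under 0.05 and 1 and 0 by the methods' unadjusted test.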
